# Effects of autophagy modulators tamoxifen and chloroquine on the expression profiles of long non-coding RNAs in MIAMI cells exposed to IFNγ

**DOI:** 10.1371/journal.pone.0266179

**Published:** 2022-04-21

**Authors:** Rajkaran Banga, Veerkaran Banga, Amr Eltalla, Lauren Shahin, Sonam Parag, Maha Naim, Easha Iyer, Neha Kumrah, Brian Zacharias, Lubov Nathanson, Vladimir Beljanski

## Abstract

Mesenchymal stromal cells (MSCs) can be utilized clinically for treatment of conditions that result from excessive inflammation. In a pro-inflammatory environment, MSCs adopt an anti-inflammatory phenotype resulting in immunomodulation. A sub-type of MSCs referred to as “marrow-isolated adult multilineage inducible” (MIAMI) cells, which were isolated from bone marrow, were utilized to show that the addition of autophagy modulators, tamoxifen (TX) or chloroquine (CQ), can alter how MIAMI cells respond to IFNγ exposure in vitro resulting in an increased immunoregulatory capacity of the MIAMI cells. Molecularly, it was also shown that TX and CQ each alter both the levels of immunomodulatory genes and microRNAs which target such genes. However, the role of other non-coding RNAs (ncRNAs) such as long non-coding RNAs (lncRNAs) in regulating the response of MSCs to inflammation has been poorly studied. Here, we utilized transcriptomics and data mining to analyze the putative roles of various differentially regulated lncRNAs in MIAMI cells exposed to IFNγ with (or without) TX or CQ. The aim of this study was to investigate how the addition of TX and CQ alters lncRNA levels and evaluate how such changes could alter previously observed TX- and CQ-driven changes to the immunomodulatory properties of MIAMI cells. Data analysis revealed 693 long intergenic non-coding RNAS (lincRNAs), 480 pseudogenes, and 642 antisense RNAs that were differentially regulated with IFNγ, IFNγ+TX and IFNγ+CQ treatments. Further analysis of these RNA species based on the existing literature data revealed 6 antisense RNAs, 2 pseudogenes, and 5 lincRNAs that have the potential to modulate MIAMI cell’s response to IFNγ treatment. Functional analysis of these genomic species based on current literature linking inflammatory response and ncRNAs indicated their potential for regulation of several key pro- and anti-inflammatory responses, including NFκB signaling, cytokine secretion and auto-immune responses. Overall, this work found potential involvement of multiple pro-and anti-inflammatory pathways and molecules in modulating MIAMI cells’ response to inflammation.

## Introduction

Multipotent stem/stromal cells such as mesenchymal stromal/stem cells (MSCs) can be used clinically in the treatment of various conditions typically associated with excessive inflammation [1]. MSCs can be isolated from several adult tissues such as bone marrow, adipose tissue, and the umbilical cord; these cells can adopt an anti-inflammatory phenotype when exposed to pro-inflammatory cytokines such as IFNγ and secrete soluble factors resulting in the induction of an immunomodulatory environment [2]. Thus, in a clinical setting, MSCs are now being explored for the treatment of various conditions associated with excessive inflammation, including graft *vs* host disease (GVHD) and several autoimmune diseases such as ulcerative colitis and rheumatoid arthritis [3]. Nevertheless, several issues that limit the therapeutic use of MSCs have been identified as well. Because MSCs are isolated from various adult tissues and subjects of different ages, they have variable properties, including proliferation and differentiation capacities [1]. Moreover, continuous passaging of MSCs in vitro quickly leads to a replicative senescence and a dramatic decrease in their therapeutic capacity [4, 5]. Additionally, isolation of MSCs from living donors can be associated with risks which include donor morbidity.

Approaches that can potentiate the immunoregulatory properties of MSCs by “enhancing” their anti-inflammatory response in a pro-inflammatory milieu are being evaluated by several laboratories [6–8]. Autophagy, the cellular catabolic stress-response pathway, contributes to many key aspects of such cellular responses, including antigen presentation and cytokine secretion [9]. Previously, we utilized a subpopulation of MSCs termed “MIAMI” (marrow-isolated adult multilineage inducible) to study mRNA expression and associated signaling pathways involved in cellular responses to inflammation in the presence of autophagy modulators [7]. We found that the addition of autophagy stimulator tamoxifen (TX) or autophagy inhibitor chloroquine (CQ) changed both the mRNA and protein levels of key genes regulating anti-inflammatory properties of MSCs. Moreover, TX- and CQ-mediated changes in gene expression predicted the enhancement of MIAMI cells’ immunoregulatory properties due to co-treatments which was confirmed using co-culture functional assays with activated CD4+ T-cells’ in vitro [7]. Interestingly, we also found that co-treatment with either TX or CQ also affected the expression of microRNA (miRNA) targeting immunomodulatory genes. This was an unexpected result because it implied that small molecules that modulate autophagy (which is typically regulated via post-translational mechanisms [10]) also have a capacity to alter gene expression profiles via multiple complementary mechanisms that involve non-coding RNA species.

Noncoding RNAs (ncRNAs) can be classified as house-keeping or regulatory molecules, however, they lack protein-coding potential but account for the majority of the transcriptome (~98%); generally, ncRNAs contribute to gene expression regulation (both transcription and post-transcription) and possess additional roles in cellular homeostasis (reviewed in [11]). ncRNAs are comprised of short ncRNAs such as miRNAs, short interfering RNAs and Piwi-associated RNAs which are typically shorter than 30 nucleotides [12]. On the other hand, long non-coding RNAs (lncRNAs) such as pseudogene RNAs, antisense RNAs and the long intergenic ncRNAs (lincRNAs) are typically longer than 200 nucleotides [13]. Unfortunately, the exact physiological function is unknown for the majority of transcribed lncRNAs; furthermore, the role of lncRNAs in regulation of MSCs anti-inflammatory response is currently understudied. Nevertheless, emerging research indicates that the functions of lncRNAs are manifested at transcriptional, post-transcriptional, and post-translational levels by three types of interactions: RNA-RNA, RNA-DNA, and RNA-protein [14]. Thus, mechanisms by which various lncRNAs regulate gene expression involve epigenetic regulation (via genetic imprinting and chromatin remodeling), regulation of transcription (by serving as molecular decoys), post-transcriptional regulation (via splicing and mRNA decay), and, in some cases, translational regulation (**Fig 1**) [15]. Importantly, ncRNAs also contribute to regulation of both innate and adaptive immune responses via several complementary (and often contradictory) mechanisms (reviewed in [16]). For example, *Lnc13* harbors a single nucleotide polymorphism, which contributes to the onset of type 1 diabetes by indirectly stabilizing STAT1 mRNA and thus prolonging pro-inflammatory signaling [17]. We hypothesized that the changes in lncRNA expression due to co-treatments with TX or CQ also affect how MIAMI cells respond to IFNγ. To test this hypothesis, we examined changes in the expression of lncRNAs in MIAMI cells exposed to IFNγ with or without co-treatment with autophagy modulators TX or CQ to determine which lncRNAs may play a role in MIAMI cells’ response to inflammation.

**Fig 1:**
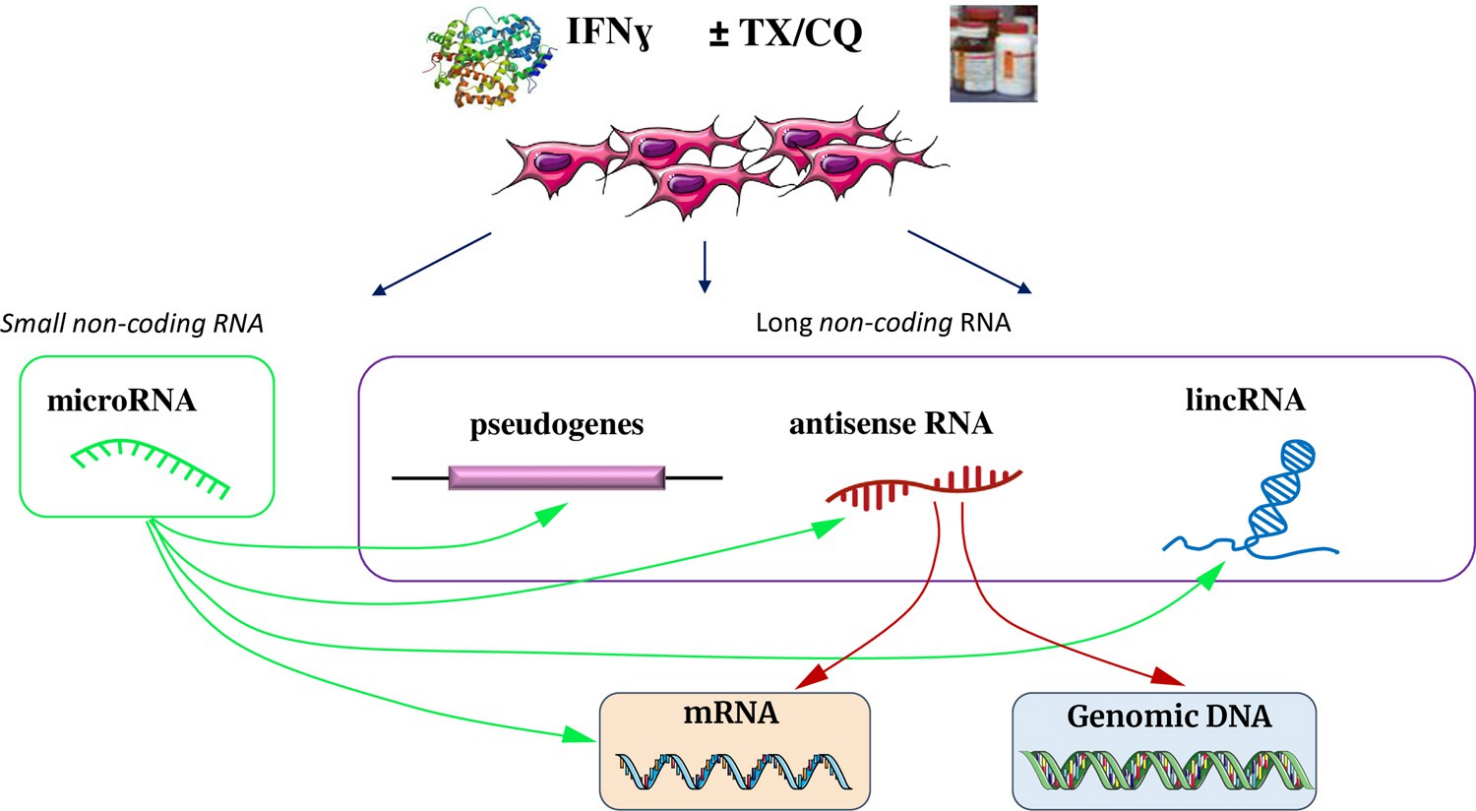
Major interactions between non-coding RNAs, mRNA and DNA. Interactions of these molecular species with proteins are omitted for clarity.

## Methods

### RNA sequencing

Identities of various differentially regulated RNA species were determined using RNAseq data from our previous study where we reported detailed protocol for cell growth and maintenance, treatments, and data processing [7]. Briefly, MIAMI cells (n = 3) were treated with IFNγ (500 units), TX (5 μM), CQ (10 μM), IFNγ+TX, or IFNγ+TX; total RNA was isolated using RNAzol according to the manufacturer’s instructions (Molecular Research Center). Integrity and concentration of RNA was assessed by Agilent TapeStation 4200 (Agilent Technologies). Total RNA was subjected to 50 million pair-end directional sequencing to a minimum read length of 150 nucleotides using Illumina NextSeq 500 [7]. The raw reads from the 18 samples were used for quality filtering. Clean reads were obtained by removal of reads containing adapter, ploy-N and low quality reads from raw data. Quality control assessment was done using Illumina RNAseq pipeline (RIN number was >9 for all samples) and raw reads were mapped to the reference human genome (the most recent build GRCh38) using GSNAP [18], HISAT2 [19], and STAR aligners [20]. Mapped reads obtained from GSNAP and HISAT2 aligners were counted using HTSeq software [21]. STAR aligner was run with the option “—quantMode GeneCounts”. Raw counts were subsequently imported into Bioconductor/R package DESeq2 (http://www.bioconductor.org/packages/release/bioc/html/ DESeq2.html), normalized and tested for differential gene expression for each aligner. RNA species that were expressed differentially based on the criteria of False Discovery Rate < 5% and Fold Change more than 2.0 in either direction (using at least two different aligners) were examined for their role in inflammation as described in the next section. Data analysis was conducted by reviewing long non-coding RNA species that experienced the most significant changes (>2 fold) compared to untreated cells. Heatmaps of the selected RNA species were created with Heatmapper using the average linkage clustering method and Euclidean distance measuring method applied to rows (http://www1.heatmapper.ca/). The raw RNA sequencing data have been deposited in Gene Expression Omnibus (GEO) at NCBI (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE197302.

### Selection of lncRNAs with roles in inflammation

Gene databases http://www.Genecards.org and http://www.ensemble.org combined with the published data from MEDLINE database were utilized to select the RNA species with a potential role in cellular response to inflammation. This role was determined based on any of the following key words incorporated in literature searches: inflammation, NF-κB, immune cells, cytokines, leukocytes, lymphocytes, adaptive immunity, innate immunity, reactive oxygen species. RNA species were also selected based on additional criteria: addition of TX and/or CQ should alter their expression by at least 33% in either direction compared to cells treated with IFNγ. Identified lncRNA, pseudogenes, and antisense RNAs with a potential to contribute to MIAMI cells’ response to inflammation were also analyzed for neighboring genes of interest related to inflammation or inflammatory processes. RNA molecules of interest were sorted by Ensemble number and NCBI Gene ID number. Gene neighbors were then identified using the NCBI database (S1 File). NCBI defines gene neighbors as overlapping genes and the two nearest non-overlapping genes on either side [22]. Each gene neighbor was analyzed for related publications and general gene information to identify any relationship with inflammation. These genes were also searched in the Innate Database, https://www.innatedb.com, a database of genes, proteins, their interactions, and the signaling responses involved in the mammalian innate immunity [23], to confirm each genes’ relation to the inflammatory response.

## Results

Utilizing the RNAseq data, total counts for all RNA species were evaluated based on their known roles in various biological processes (**Table 1** and **Fig 2**). It was found that the majority of the differentially regulated RNAs (drRNAs) belong to protein coding RNA, whereas the next three categories of RNAs with a high number of drRNAs were lincRNAs, pseudogenes, and antisense RNAs. 

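MIAMI cells are marrow-isolated adult multilineage inducible cells, a population of human stromal cells from bone marrow. They were exposed for 4 days to the pro-inflammatory cytokine IFNγ (500 units), the autophagy stimulator TX (5 μM), the autophagy inhibitor CQ, or IFNγ with either drug, and control cells were left untreated. The paper gives 10 μM CQ, while the sample labels give 10 μM in one field and 109 μM in another. Total RNA was sequenced in 3 libraries for each of these 6 labelled conditions, or 18 libraries. The authors deposited the number of reads that HTSeq counted on each of 58051 Ensembl genes in each library, without normalization, after mapping to GRCh38. The paper's text does not name which of its aligners these counts come from, the annotation release, or whether the counting used the strand, so counts of overlapping antisense genes may include reads of the opposite strand. The paper states 50 M reads per sample, where M stands for 1e+06. The values here use the counts on genes, which had a median of 51.8 M per library. The counts on genes ranged from 49720923 to 56921612 in the libraries labelled control (median 55831390), from 47979123 to 52868565 in TX (median 49055672), and from 53870940 to 57164408 in CQ (median 56787514). They ranged from 35231051 to 60632833 in IFNγ (median 58532841), from 43797580 to 50766950 in IFNγ+TX (median 47518685), and from 46353520 to 55527808 in IFNγ+CQ (median 49445895). The smallest library was the third one labelled IFNγ, in which 21.8% of the deposited reads were listed as not aligned, against at most 5.1% in the other libraries.

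Genes induced by IFNγ were examined first as a check of the labels. Counts were normalized for library size by edgeR's TMM method, and all means are given with their SD over 3 libraries. IDO1 had 12.7 ± 13.6 normalized counts in the libraries labelled control, 22.5 ± 7.38 in CQ and 238.3 ± 367.2 in IFNγ+TX (SD, n = 3 each). It had 430262.7 ± 60592.1 normalized counts in the libraries labelled TX, 387803.5 ± 24763.8 in IFNγ and 386110.6 ± 36533.3 in IFNγ+CQ (SD, n = 3 each). The lowest HLA-DRA value among the libraries labelled TX, IFNγ and IFNγ+CQ was 25449.2 normalized counts, and the highest among those labelled control, CQ and IFNγ+TX was 52.2. CXCL10 and GBP1 separated the same libraries, with 5286.4 against 49.2 and 160930.2 against 13267.4 normalized counts. The labels TX and IFNγ+TX thus went against these markers in 6 of the 18 libraries. All libraries were analyzed under their labels and are named by them, so that any direction given is one between libraries labelled in this way. The other labels may be in doubt too. After the results were seen, deviations of libraries from their labelled group were compared with the paper's fold changes for IFNγ, IFNγ+TX and IFNγ+CQ. For 15 of 18 libraries, the closest of these was the one in the order of the replicate numbers 1, 2 and 3. If the numbers stand for drug treatments, comparisons by label do not test CQ. Differences were tested with edgeR's quasi-likelihood test over all 18 libraries, on the 22341 genes with at least 5 counts in at least 3 libraries. As in the paper's Methods, RNAs past its false discovery rate and a fold change of 2 in either direction were taken as drRNAs. The paper used DESeq2 on counts from GSNAP, HISAT2 and STAR and kept RNAs found with at least 2 of these aligners, a step that the deposited counts do not include.

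**Figure D1:**
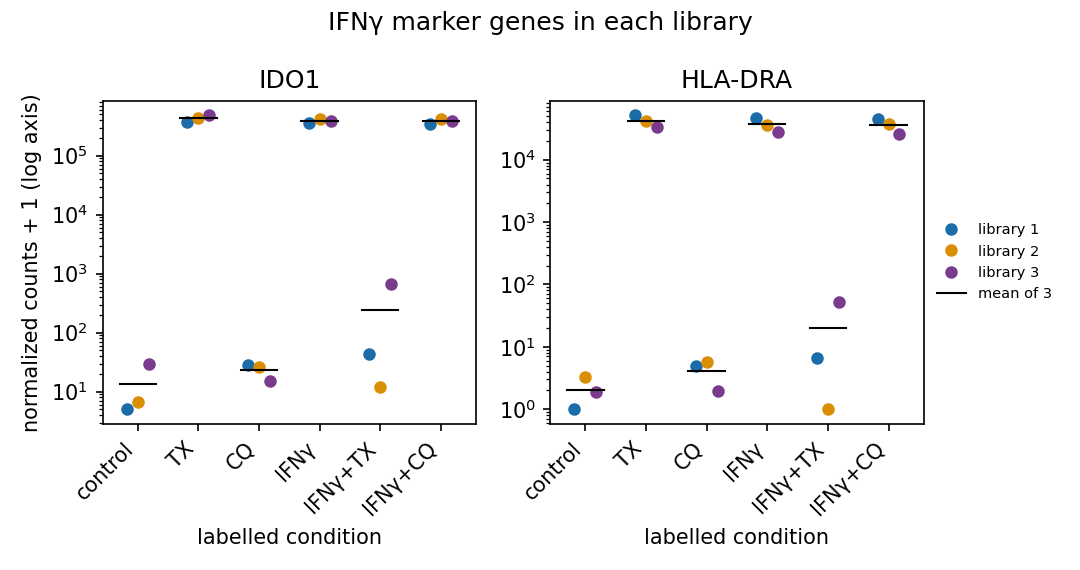
Normalized counts plus 1 of IDO1 and HLA-DRA on a log axis, by labelled condition, with 1 point per library and a line at the mean of the 3 libraries. The libraries labelled TX, IFNγ and IFNγ+CQ have at least 346713.6 normalized counts of IDO1, and those labelled control, CQ and IFNγ+TX at most 662.0.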

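Of the 22341 RNAs tested, 3531 were drRNAs in the libraries labelled IFNγ against control, 2111 higher and 1420 lower. Protein coding RNAs made up 2379 of them, with 317 lincRNAs, 302 antisense RNAs and 230 pseudogenes. The false discovery rate alone, without the fold change, moved this total the most and gave 6549. In the libraries labelled IFNγ+CQ, 3665 RNAs were drRNAs against control (2206 higher and 1459 lower), of which 2451 were protein coding RNAs, 337 lincRNAs, 327 antisense RNAs and 219 pseudogenes. The libraries labelled TX, whose IFNγ markers were high, gave 3336 drRNAs (1959 higher and 1377 lower), with 2257 protein coding RNAs, 313 lincRNAs, 290 antisense RNAs and 175 pseudogenes. No RNA passed in the libraries labelled CQ, where 0 were called and 424 had an unadjusted p under 0.05. In those labelled IFNγ+TX, whose markers were low, 0 were called, 627 had an unadjusted p under 0.05, and the smallest adjusted p was 0.516 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 2 RNAs in this last comparison, IDO1 and RNVU1-19, which were singled out here after their values were seen. For CQ against control, a fit of only the 6 libraries compared used the replicate number as a block and was chosen after seeing the data. It called 2 RNAs, BATF2 and RNY1, and 2391 had an unadjusted p under 0.05. Classes were set by gene type and position, with lncRNAs that overlap a protein coding gene on the opposite strand taken as antisense and those that overlap none as lincRNA. With only the RNAs named in the lists of the paper's Supplementary Data, the IFNγ counts were 117 lincRNAs, 95 antisense RNAs and 110 pseudogenes, since 31.8%, 26.3% and 55.2% of the names in these lists could be matched to an identifier. The lists of S1 Data and S2 Data seem exchanged against their captions, so which list is taken as lincRNA or antisense is a choice made here.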

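Those labelled IFNγ and IFNγ+CQ shared 3096 drRNAs against control. Both comparisons use the same control libraries, and in 20 simulations of unchanged groups the same numbers of top RNAs overlapped in a median of 1203.5, while 0 were called in both. Between co-treatment and IFNγ alone, 3394 RNAs differed in the libraries labelled IFNγ+TX (1383 higher and 2011 lower) and 0 in those labelled IFNγ+CQ, where 163 had an unadjusted p under 0.05. Same-numbered libraries labelled IFNγ and IFNγ+CQ deviated together from their groups (correlations of 0.466 to 0.777). The test leaves this in its spread, which can hide changes. A fit of these 6 libraries with the replicate block, chosen after seeing the data, called 0, and 458 had an unadjusted p under 0.05. By the rule used to name RNAs (the largest changes past the threshold), the same RNAs were named for the libraries labelled IFNγ and IFNγ+CQ. One of these, the lincRNA ENSG00000266976, lies on chromosome 19 of GRCh38 from 28606688 to 28615229 and had 0 counts in every control library, and it was at least 118.7-fold higher in the libraries labelled IFNγ and at least 106.7-fold higher in those labelled IFNγ+CQ. The lincRNA ENSG00000229720, on chromosome 6 from 169034197 to 169035642, had 53.4 ± 8.08 normalized counts in control (SD, n = 3) and was at least 12.8-fold lower in the libraries labelled IFNγ and at least 16.3-fold lower in those labelled IFNγ+CQ. In the libraries labelled IFNγ+TX, both were close to control, with 0 counts of ENSG00000266976 in every library and 48.5 ± 4.57 normalized counts of ENSG00000229720 (SD, n = 3).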

Heat maps showing all differentially regulated lncRNAs selected based on the criteria above are depicted on **Fig 3**.

**Fig 2:**
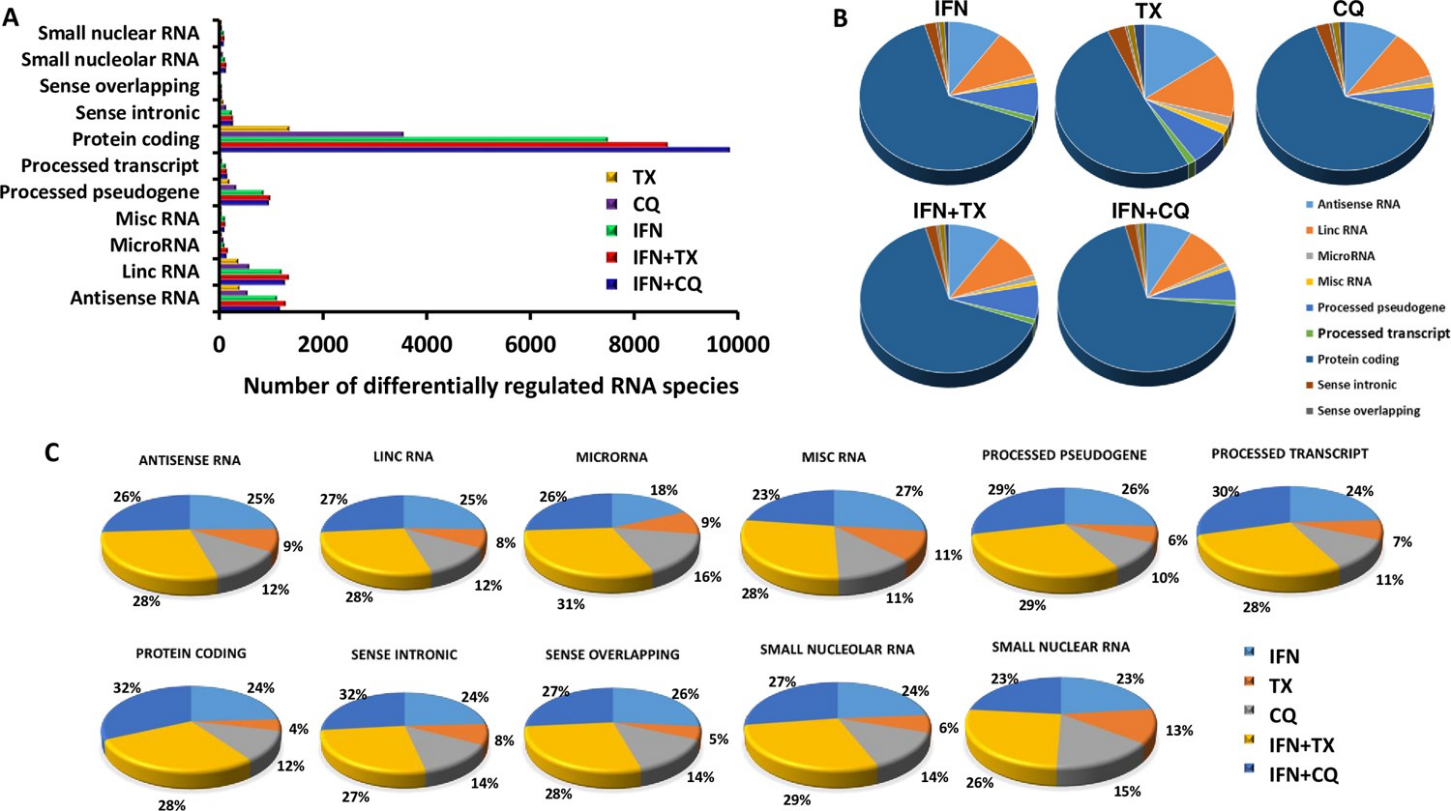
Quantification of differentially regulated ncRNAs using RNA sequencing data. A. Absolute numbers of differentially regulated ncRNAs per treatment; B. Pie charts indicating the percentages of various ncRNAs whose expression changes due to treatments; C. Pie charts indicating changes in percentages of indicated ncRNA types due to treatments.

**Fig 3:**
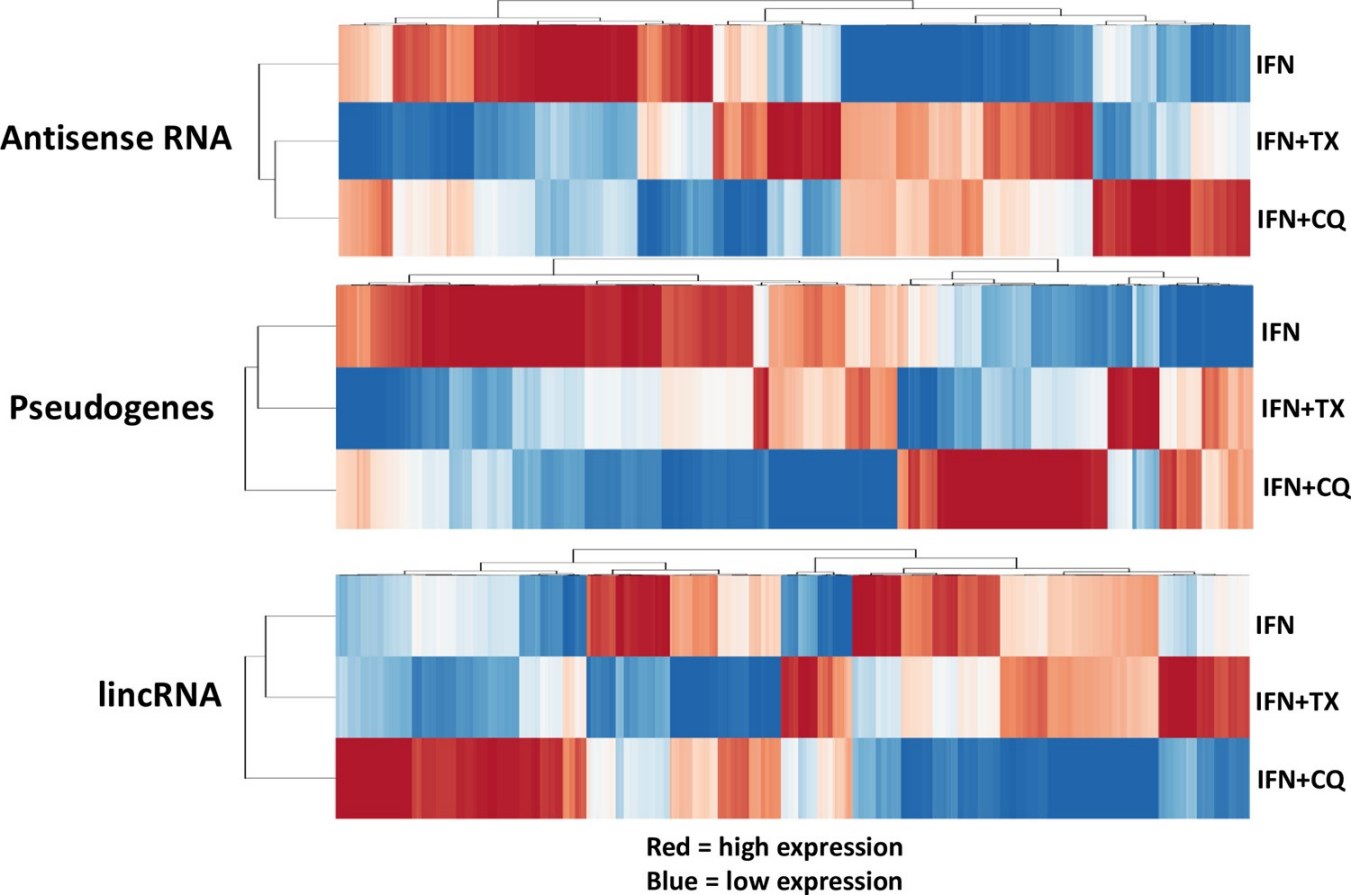
Heatmaps illustrating changes in antisense RNA, pseudogenes, and lincRNA due to MIAMI cells’ exposure to interferon gamma (IFNγ) alone or in combination with chloroquine (CQ) or Tamoxifen (TX).

**Table 1:** Total number of differentially regulated RNA species (left column) resulting from indicated treatments (top row).

ncRNA	TX	CQ	IFNγ	IFNγ+TX	IFNγ+CQ
Antisense RNA	398	547	1118	1282	1173
Linc RNA	367	586	1207	1346	1263
MicroRNA	53	90	102	173	147
Misc RNA	49	52	120	125	102
Processed pseudogene	201	331	860	984	958
Processed transcript	39	59	130	152	159
Protein coding	1357	3558	7493	8649	9850
Sense intronic	86	140	245	271	270
Sense overlapping	11	30	57	60	57
Small nucleolar RNA	32	68	117	141	135
Small nuclear RNA	50	61	93	105	94

### Differentially regulated antisense RNAs associated with inflammatory responses

Antisense RNAs are single-stranded RNAs that bind to complementary coding strands of mRNA and prevent translation of that transcript [24]. **Fig 1** depicts this interaction and displays the unique function of antisense RNA in expression of genes. 

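Among the 1920 antisense RNAs tested, those called in the libraries labelled IFNγ against control were higher in 196 cases and lower in 106. Of those in IFNγ+CQ, 203 were higher and 124 lower. The libraries labelled IFNγ+TX, in which the IFNγ markers were low, gave 0 antisense drRNAs, and 57 had an unadjusted p under 0.05 with a fold change over 2. Those labelled IFNγ and IFNγ+CQ shared 256 antisense drRNAs, and both comparisons use the same control libraries. No antisense RNA was called in all 3 IFNγ conditions (0), and 15 had an unadjusted p under 0.05 and a fold change over 2 in each of them.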

Exposure of MIAMI cells to IFNγ resulted in differential regulation of 1120 antisense RNAs; the two drugs caused further changes in 642 antisense RNAs and the putative pro- or anti- inflammatory effects of such changes in MIAMI cells were explored (**Fig 4A**).

**Fig 4:**
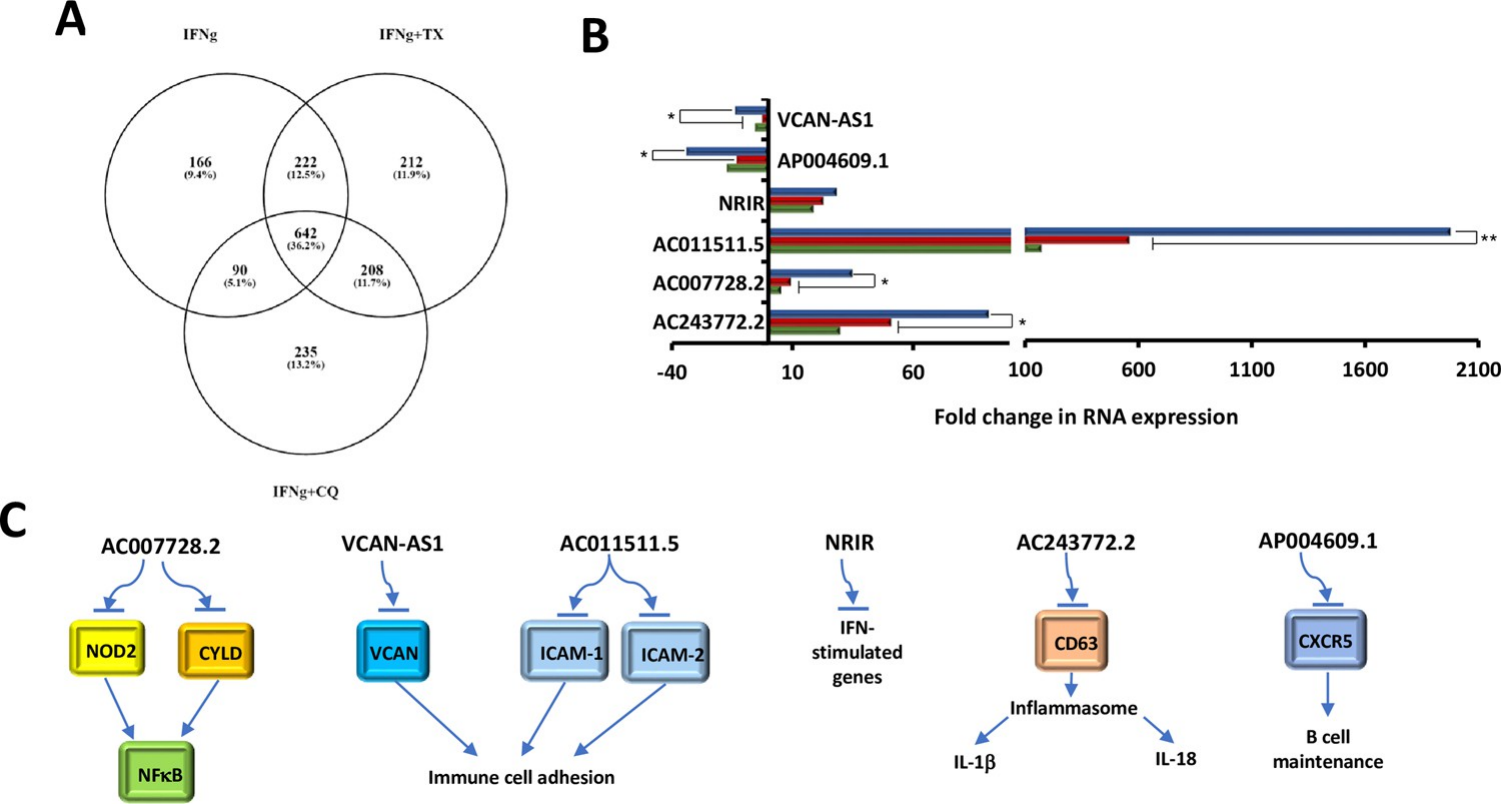
Antisense RNAs involved in MIAMI cells’ response to inflammation. A: Venn diagram showing numbers and percentages of unique and overlapping differentially regulated antisense RNA’s; B: Fold changes in selected antisense RNAs; C: Putative functions of selected RNAs; Green bar IFNγ, red bar IFNγ+TX, blue bar IFNγ+CQ. Values that are significantly different are indicated by bars and asterisks as follows: *, P ≤ 0.05; **, P ≤ 0.01.

Our analysis uncovered two anti-sense RNAs associated with cellular adhesion mechanisms, VCAN-AS1 and AC011511.5. 

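VCAN-AS1 (ENSG00000249835) lies on the minus strand of chromosome 5 of GRCh38 from 83531352 to 83581320, within VCAN on the opposite strand, and the counting strand is not stated. It was close to the limit of detection, with 10.1 ± 8.0 normalized counts in control, 1.59 ± 2.04 in the libraries labelled IFNγ, 5.85 ± 3.34 in IFNγ+TX and 2.44 ± 2.58 in IFNγ+CQ (SD, n = 3 each). No treated group lay apart from the control libraries. The log2 fold change against control was -2.39 (standard error 0.87) in the libraries labelled IFNγ, with an adjusted p of 0.0511 from edgeR's quasi-likelihood test. It was -0.77 (standard error 0.76, adjusted p = 1 from edgeR) in IFNγ+TX, whose labels go against the IFNγ markers, and -1.93 (standard error 0.83, adjusted p = 0.0918 from edgeR) in IFNγ+CQ. The change in the libraries labelled IFNγ passed the threshold under DESeq2, with a log2 fold change of -2.50, and in a fit with the replicate number as a block, with -2.39. It also passed without the second control library (-2.84) or the second library labelled IFNγ (at least 2.40-fold lower, as the other 2 were under the floor of 3 counts). The change in IFNγ+CQ passed only without the second control library, where it was -2.38. The difference between IFNγ+CQ and IFNγ was 0.46 (standard error 1.03, adjusted p = 1 from edgeR).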

VCAN-AS1 was found to be downregulated 6-fold in response to IFNγ treatment, 3-fold in response to IFNγ+TX, and 14-fold in response to IFNγ+CQ (**Fig 4B**). VCAN-AS1 codes for an antisense RNA to the VCAN gene responsible for the production of the extracellular matrix (ECM) proteoglycan versican by stromal cells and leukocytes [18]. Versican binds to integrin and non-integrin receptors, as well as components of the ECM to ensure stability of cell-cell contacts and thus may also play a major role in controlling inflammation by interacting with myeloid and lymphoid cells to promote their adhesion and facilitate pro-inflammatory cytokine production [18]. Thus, blocking the incorporation of versican into the ECM inhibits monocyte adhesion and reduces the inflammatory response. Further downregulation of VCAN-AS1 with the addition of CQ could enhances IFNγ-induced pro-inflammatory effect(s) by increasing leukocyte adhesion and cytokine release. On the other hand, AC011511.5 was upregulated 19-fold in response to IFNγ treatment, 23-fold in response to IFNγ+TX, and 32-fold in response to IFNγ+CQ (**Fig 4B**). AC011511.5 functions as an antisense RNA to Intercellular Adhesion Molecules 1 and 4 (ICAM-1 and ICAM-4). As an adhesion protein, ICAM-1 plays a significant role in the inflammatory recruitment of leukocytes in response to IL-1 and TNFα. ICAM-1 is found on endothelial cells and functions as a ligand for LFA-1 found on leukocytes allowing them to bind to endothelial cells and transmigrate into tissues [25]. Increasing the expression of AC011511.5 in MIAMI cells would likely result in enhancement of cellular anti-inflammatory properties (**Fig 4C**).

Additionally, two anti-sense RNAs, AC007728.2 and AC243772.2, were found to regulate inflammation by impacting NFκB pathway. AC007728.2 was upregulated 30-fold in response to IFNγ treatment, 51-fold in response to IFNγ+TX and 92-fold in response to IFNγ+CQ (**Fig 4B**). AC007728.2 is an antisense to nucleotide-binding oligomerization domain-containing protein 2 (NOD2) and Cylindromatosis Lysine 63 Deubiquitinase (CYLD) [19]. NOD2 plays a role in the immune response to intracellular bacterial lipopolysaccharides by triggering activation of MAP kinases and NFκB signaling and mutations in NOD2 have been correlated with increased risk of Crohn’s disease [20]. CYLD is a deubiquitinating enzyme involved in regulation of NFκB signaling [21]. Further increase of AC007728.2 upon addition of TX or CQ likely increases MIAMI cells’ anti-inflammatory capacity by decreasing pro-inflammatory signaling (**Fig 4C**). AC243772.2 was upregulated 5-fold in response to IFNγ treatment, 9-fold in response to IFNγ+TX, and 35-fold in response to IFNγ+CQ (**Fig 4B**). AC243772.2 is an antisense RNA to the high affinity immunoglobulin gamma Fc receptor I (FcγRI/CD64), a gene that has been found to have a positive correlation with inflammation. FcγRI increases the formation of the NLRP3 inflammasome and release of the IL-1β and IL-18 cytokines resulting in the activation of NFκB pathway [22]. Moreover, FcγRI expression on neutrophils was found to be significantly elevated in pediatric-onset Crohn’s disease patients [23]. Thus, further upregulation of AC243772.2 in MIAMI cells with the addition of TX or CQ likely enhances cellular anti-inflammatory properties (**Fig 4C**).

Our data analysis also indicates a potential role for interferon signaling pathway. Negative regulator of interferon response (NRIR) is an antisense RNA that was shown to affect the expression of IFN-stimulated genes and its dysregulation contributes to autoimmune diseases such as systemic sclerosis [25]. 

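NRIR (ENSG00000225964) lies on the minus strand of chromosome 2 of GRCh38 from 6819463 to 6840464, where the annotation has no protein coding gene on either strand of its span. It had 0 counts in 2 of the 3 control libraries and 17 in the third. The normalized counts were 5.02 ± 8.70 in control, 550.7 ± 546.6 in the libraries labelled IFNγ and 565.3 ± 598.9 in those labelled IFNγ+CQ (SD, n = 3 each). Every library of these treated groups lay above every control library. The log2 fold change was 6.63 (standard error 1.54, adjusted p = 0.00629 from edgeR's quasi-likelihood test) in IFNγ and 6.67 (standard error 1.54, adjusted p = 0.00612 from edgeR) in IFNγ+CQ. These did not differ from each other, with a log2 fold change of 0.04 (standard error 1.11, adjusted p = 1 from edgeR). The libraries labelled IFNγ+TX had 1.67 ± 2.90 normalized counts (SD, n = 3), a log2 fold change of -1.51 against control (standard error 2.20, adjusted p = 1 from edgeR), and these are libraries whose IFNγ markers were low. Without the third control library, the other 2 had 0 counts, so that NRIR was at least 165.0-fold higher in IFNγ and at least 169.3-fold higher in IFNγ+CQ. The fitted values were then 12.09, 12.13 and, for IFNγ+TX, 3.95, which depend on the prior count and do not measure size. Without the third library of each treated group, those of IFNγ and IFNγ+CQ were 5.47 and 5.35. The replicates of 1 labelled group spread widely, and NRIR rose with the replicate number in the groups labelled TX, IFNγ and IFNγ+CQ. In order of number, it had 105, 386.8 and 1160.5 normalized counts in IFNγ and 118.2, 332 and 1245.7 in IFNγ+CQ. The libraries labelled TX had 83, 239.7 and 1074. If the numbers stand for drug treatments, the comparison of IFNγ+CQ with IFNγ by label does not test the effect of CQ on NRIR.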

While NRIR was upregulated 172-fold in response to IFNγ treatment, co-treatments with TX or CQ further upregulated its expression to 562-fold and 1978-fold, respectively (**Fig 4B**). Further increase of NRIR expression with the addition of TX or CQ likely have an anti-inflammatory effect in MIAMI cells (**Fig 4C**).

AP004609.1, a novel antisense RNA to C-X-C chemokine receptor type 5 (CXCR5), was found to be downregulated 17-fold in response to IFNγ treatment, 13-fold in response to TX+IFNγ, and 34-fold in response to CQ+IFNγ (**Fig 4B**). CXCR5 is a transmembrane receptor for the chemokine C-X-C Motif Chemokine Ligand 13 (CXCL13) [26]. This cytokine plays a large role in the orchestration of secondary lymphoid tissue and lymphoid neogenesis [27]. CXCR5-CXCL13 interaction has been shown to play a role in the maintenance of pathogenic B cells in several autoimmune diseases, including rheumatoid arthritis, Sjögren’s syndrome, Hashimoto thyroiditis, Graves’ disease, multiple sclerosis, and myasthenia gravis [28]. Further decrease in AP004609.1 levels with the addition of CQ could result in increased pro-inflammatory response (**Fig 4C**).

### Differentially regulated pseudogenes associated with inflammatory responses

Though most pseudogenes do not possess protein coding potential, many have been found to play a role in the regulation of their parent genes and other genomic loci through a variety of regulatory RNA mechanisms. For example, pseudogenes can modulate gene expression via competing endogenous RNA (ceRNA) activity, transcription into siRNAs and lncRNAs and can modify chromatin architecture [29]. RNAseq yielded a total of 862 differentially regulated pseudogenes upon IFNγ treatment and further found 480 whose expression was changed by addition of TX or CQ (**Fig 5A**).

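Of the 1708 pseudogenes tested, those called in the libraries labelled IFNγ against control were higher in 94 cases and lower in 136. Of those in IFNγ+CQ, 99 were higher and 120 lower, and 164 pseudogenes were called in both. The libraries labelled IFNγ+TX gave 0, with 44 at an unadjusted p under 0.05 and a fold change over 2, and their labels go against the IFNγ markers. No pseudogene was called in all 3 conditions (0), and 14 had an unadjusted p under 0.05 and a fold change over 2 in each. A single library moved these counts. Without the second control library, 120 pseudogenes were called in IFNγ and 114 in IFNγ+CQ, and without the third library labelled IFNγ, 146 were called in IFNγ. Reads of a pseudogene can also match its parent gene, so counts of pseudogenes are uncertain where the authors' counting split such reads.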

**Fig 5:**
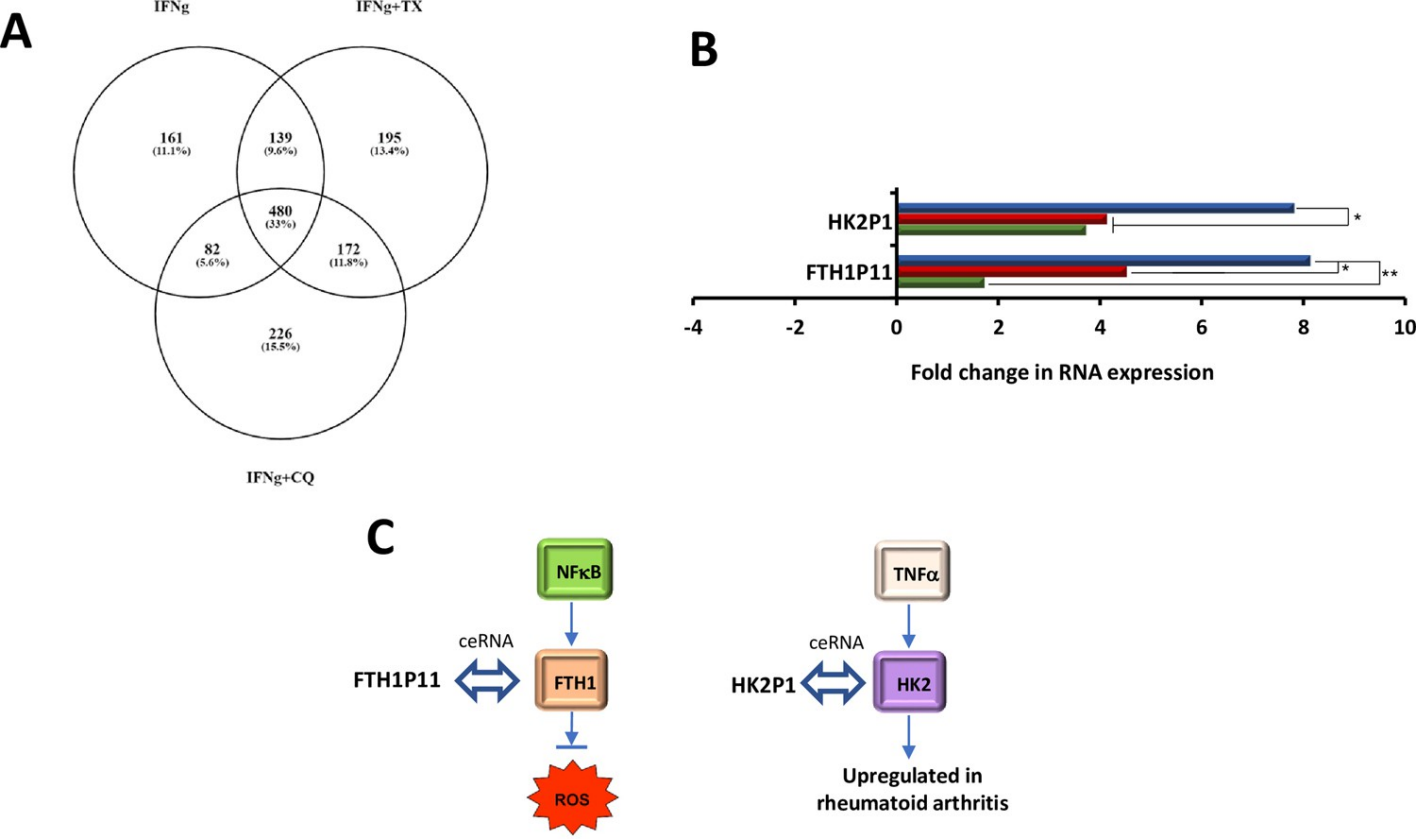
Pseudogenes involved in MIAMI cells’ response to inflammation. A: Venn diagram showing numbers and percentages of unique and overlapping differentially regulated pseudogenes; B: Fold changes in selected pseudogenes; C: Putative functions of selected RNAs; green bar IFNγ, red bar IFNγ+TX, blue bar IFNγ+CQ. Values that are significantly different are indicated by bars and asterisks as follows: *, P ≤ 0.05; **, P ≤ 0.01.

Our analysis focused on two pseudogenes which met our criteria, Ferritin Heavy Chain 1 Pseudogene 11 (FTH1P11) and Hexokinase 2 Pseudogene 1 (HK2P1), which were shown previously to respond to pro-inflammatory cytokine signaling. Mechanistically, both pseudogenes regulate levels of ceRNAs although via different mechanisms. 

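FTH1P11 (ENSG00000237264) is a processed pseudogene on the minus strand of chromosome 8 of GRCh38 from 81521682 to 81522232, and it shares sequence with FTH1, so that reads of FTH1 can be counted on it. It had 58.7 ± 25.3 normalized counts in control, 102.9 ± 68.2 in the libraries labelled IFNγ, 41.3 ± 21.4 in IFNγ+TX and 127.5 ± 91.2 in IFNγ+CQ (SD, n = 3 each). The libraries of each treated group overlapped those of control. The log2 fold change against control was 0.80 (standard error 0.72, adjusted p = 0.429 from edgeR's quasi-likelihood test) in IFNγ and 1.12 (standard error 0.72, adjusted p = 0.255 from edgeR) in IFNγ+CQ. For the libraries labelled IFNγ+TX, whose IFNγ markers were low, it was -0.50 (standard error 0.73, adjusted p = 1 from edgeR). FTH1 itself had 63238.5 ± 32000.7 normalized counts in control and 148242.8 ± 98988.7 in the libraries labelled IFNγ+CQ (SD, n = 3 each), a log2 fold change of 1.23 (standard error 0.67, adjusted p = 0.181 from edgeR) that passed the threshold only with the replicate number as a block, at 1.11.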

FTH1P11 was upregulated 2-fold in response to IFNγ treatment, 5-fold in response to IFNγ+TX, and 8-fold in response to IFNγ+CQ (**Fig 5B**). An increase in FTH1P11 increases expression of its parent gene FTH1 which sequesters free iron and mitigates pro-inflammatory ROS production, thus has both antioxidant and anti-inflammatory roles [30]. This regulation may occur through a ceRNA that acts as a molecular sponge for miRNAs that negatively regulate FTH1 gene expression [31]. During inflammation, NFκB upregulates FTH1 and suppresses JNK, which works downstream of TNFα to mediate apoptosis induction [32]. Therefore, co-treatment with either TX or CQ potentially enhance anti-inflammatory cellular response (**Fig 5C**).

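HK2P1 (ENSG00000228612) is a processed pseudogene on the minus strand of chromosome X of GRCh38 from 80571871 to 80574607, and reads of its parent gene HK2 can be counted on it. Its level was low, at 6.18 ± 3.05 normalized counts in control, 27.8 ± 12.3 in the libraries labelled IFNγ, 5.89 ± 4.12 in IFNγ+TX and 30.3 ± 2.60 in IFNγ+CQ (SD, n = 3 each). Each library labelled IFNγ or IFNγ+CQ lay above all control libraries. The log2 fold changes were 2.14 (standard error 0.54, adjusted p = 0.00832 from edgeR's quasi-likelihood test) and 2.29 (standard error 0.54, adjusted p = 0.00538 from edgeR). Between IFNγ+CQ and IFNγ there was no detectable difference, with a log2 fold change of 0.15 (standard error 0.47, adjusted p = 1 from edgeR). For the libraries labelled IFNγ+TX, in which the markers contradict the label, the log2 fold change was -0.04 (standard error 0.63, adjusted p = 1 from edgeR), and it changed sign without the first or the second control library or the first library labelled IFNγ+TX, to 0.22, 0.16 and 0.44. HK2 had 2549.7 ± 580.6 normalized counts in control, 14145.0 ± 6200.3 in IFNγ and 13062.3 ± 4289.6 in IFNγ+CQ (SD, n = 3 each), with log2 fold changes of 2.47 and 2.36 (standard error 0.35 for both, adjusted p = 0.000153 and 0.000222 from edgeR).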

HK2P1 was upregulated 4-fold in response to IFNγ, 4-fold in response to IFNγ+TX, and 8-fold in response to IFNγ+CQ treatments (**Fig 5B**). HK2P1 regulates the expression of its parent gene hexokinase 2 (HK2) via a ceRNA that competes with HK2 for the shared miR-6887-3p binding site [33]. This ceRNA competitively inhibits miRNAs that repress HK2, therefore, downregulation of HK2P1 allows for more miR-6887-3p binding to HK2 thus lowering its expression. Interestingly, H2K is upregulated in rheumatoid arthritis (RA), a chronic inflammatory disorder of the joints. Inflammatory signals, including TNFα, have been shown to increase HK2 expression in RA by activating and increasing nuclear localization of its transcriptional regulator, yes-associated protein 1 [34]. Addition of CQ would likely stimulate pro-inflammatory mechanisms that are mediated via HK2 (**Fig 5C**).

### lincRNAs associated with inflammatory responses

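The test covered 1642 lincRNAs, among which 225 were higher and 92 lower in the libraries labelled IFNγ against control. Of those in IFNγ+CQ, 223 were higher and 114 lower. The second of these totals depended on single libraries, with 208 called without the first control library and 216 without the second.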

Exposure of MIAMI cells to IFNγ resulted in differential regulation of 1208 lincRNAs. Furthermore, 693 lncRNAs were additionally regulated with the addition of TX or CQ and 5 lincRNAs were found to have a potential role in regulating response to inflammation based on the available literature (**Fig 6A**). 

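Of the lincRNAs called in the libraries labelled IFNγ or IFNγ+CQ, 255 were called in both. The libraries labelled IFNγ+TX, whose IFNγ markers were low, gave 0 lincRNA drRNAs and 46 with an unadjusted p under 0.05 and a fold change over 2. As a result 0 lincRNAs were called in all 3 conditions, and 7 had an unadjusted p under 0.05 with a fold change over 2 in each of them.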

Our analysis indicated that such differentially regulated lincRNAs are linked to NFκB regulation (LINC00520), lipid metabolism (SMIM25 and BANCR), cell proliferation/apoptosis (BISPR) and dihydroxy-docosatrienoic acid-mediated pathway (C15orf54) as outlined below.

**Fig 6:**
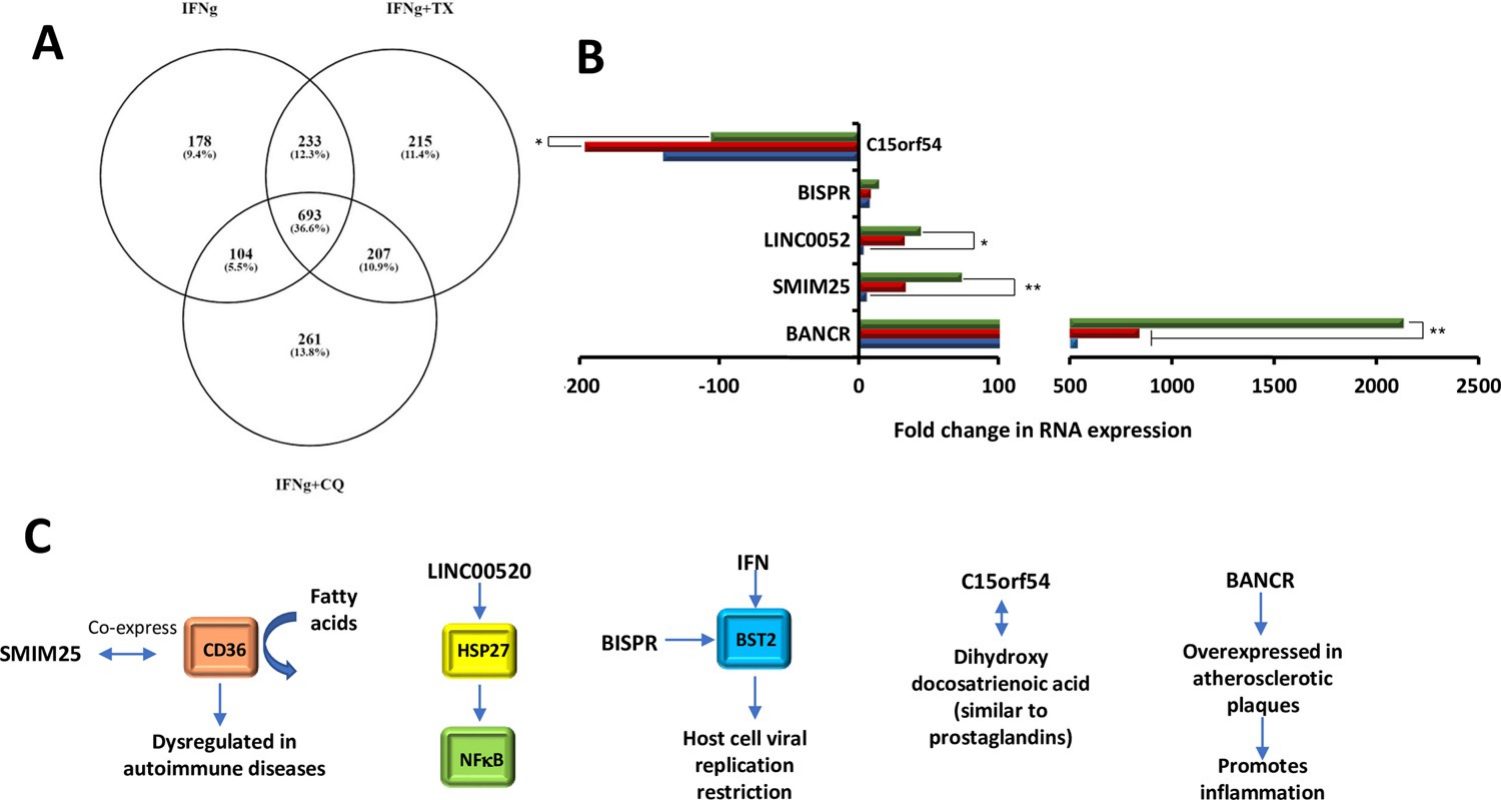
lincRNAs involved in MIAMI cells’ response to inflammation. A: A: Venn diagram showing numbers and percentages of unique and overlapping differentially regulated lincRNAs; B: Fold changes in selected lincRNAs; C: Putative functions of the selected molecules; Green bar IFNγ, Red IFNγ+TX, blue IFNγ+CQ. Values that are significantly different are indicated by bars and asterisks as follows: *, P ≤ 0.05; **, P ≤ 0.01.

While IFNγ treatment led to an increase of 3.9-fold for LINC00520, co-treatments with TX or CQ led to further upregulation of 32.7-fold and 44.8-fold, respectively (**Fig 6B**). 

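LINC00520 (ENSG00000258791), on the minus strand of chromosome 14 of GRCh38 from 55781132 to 55796731, had 8.03 ± 9.33 normalized counts in control, 60.6 ± 48.9 in the libraries labelled IFNγ, 6.55 ± 8.27 in IFNγ+TX and 55.6 ± 40.2 in IFNγ+CQ (SD, n = 3 each). The groups overlapped, since 1 control library reached 18.6 normalized counts while the lowest library labelled IFNγ had 7.94. The log2 fold change was 2.83 (standard error 1.19, adjusted p = 0.0867 from edgeR's quasi-likelihood test) in IFNγ and 2.73 (standard error 1.19, adjusted p = 0.0940 from edgeR) in IFNγ+CQ. The change in IFNγ passed the threshold under DESeq2 (2.91), with the replicate number as a block (2.96), and without the first library labelled IFNγ (3.38). That in IFNγ+CQ passed with the block only (2.94). For the libraries labelled IFNγ+TX, which the markers contradict, the log2 fold change was -0.28 (standard error 1.36, adjusted p = 1 from edgeR), and without the third control library it was 1.31. It was also above 0 without the first or the second library labelled IFNγ+TX, at 0.20 and 0.09. Co-treatment with CQ differed from IFNγ alone by -0.10 on the log2 scale (standard error 1.03, adjusted p = 1 from edgeR).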

LINC00520 functions as a ceRNA that increases Heat Shock Protein 27 (HSP27) expression [35] resulting in translocation of NFκB protein complex to the nucleus of cells and initiating pro-inflammatory gene expression [36, 37]. Therefore, TX or CQ co-treatments have a potential to further stabilize this transcription factor and stimulate pro-inflammatory signaling (**Fig 6C**).

Similarly, IFNγ treatment led to a 6.0-fold increase for Small Integral Membrane Protein 25 (SMIM25) while addition of TX or CQ led to its further upregulation of 33.0-fold and 74.0-fold, respectively (**Fig 6B**). 

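SMIM25 (ENSG00000224397), listed as PELATON in the annotation, lies on the plus strand of chromosome 20 of GRCh38 from 50247643 to 50283250. It had 4.55 ± 6.04 normalized counts in control, 72.6 ± 68.1 in the libraries labelled IFNγ, 4.16 ± 5.24 in IFNγ+TX and 81.7 ± 67.7 in IFNγ+CQ (SD, n = 3 each). The log2 fold change was 3.86 (standard error 1.28, adjusted p = 0.0343 from edgeR's quasi-likelihood test) in IFNγ and 4.06 (standard error 1.28, adjusted p = 0.0264 from edgeR) in IFNγ+CQ, with every treated library above every control library. Neither call held under limma-voom, with log2 fold changes of 3.78 and 4.14. Single libraries also decided these calls. The call in IFNγ was lost without the first or second control library (3.41 and 3.45) or the second or the third library labelled IFNγ (3.99 and 2.87), and that in IFNγ+CQ without the first or second control library or the third library labelled IFNγ+CQ, where it was lowest at 3.30. Between IFNγ+CQ and IFNγ, the log2 fold change was 0.20 (standard error 1.02, adjusted p = 1 from edgeR). For IFNγ+TX, whose labels go against the markers, it was -0.14 against control (standard error 1.56, adjusted p = 1 from edgeR) and it was above 0 without the third control library (1.91, fitted against control libraries under the floor of 3 counts) or the first or second library labelled IFNγ+TX (0.41 and 0.11).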

SMIM25 co-expresses with CD36, a scavenger receptor characterized by high affinity for uptake of long chain fatty acids, which allows for phagocytosis in monocytes [38]. Dysregulation of this gene is seen in several autoimmune diseases of the gastrointestinal tract such as ulcerative colitis and Crohn’s disease [39]. While upregulation of this lincRNA likely has a pro-inflammatory effect in macrophages [38], its effect on MIAMI cells’ immunomodulatory properties is currently unknown (**Fig 6C**).

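BANCR (ENSG00000278910) is annotated on the minus strand of chromosome 9 of GRCh38 from 69296678 to 69311111 and overlaps no protein coding gene. No read was counted on it in the control libraries (0 of at least 49720923 counts on genes per library). The libraries labelled IFNγ had 576.1 ± 416.1 normalized counts and those labelled IFNγ+CQ 551.2 ± 358.4 (SD, n = 3 each). Against a floor of 3 counts, BANCR was at least 172.6-fold higher in the libraries labelled IFNγ and at least 165.1-fold higher in those labelled IFNγ+CQ, with adjusted p-values of 0.000137 and 0.000145 from edgeR's quasi-likelihood test. The difference between IFNγ+CQ and IFNγ was smaller than the spread, at -0.06 on the log2 scale (standard error 0.66, adjusted p = 1 from edgeR). The libraries labelled IFNγ+TX, in which the IFNγ markers were also near control, had 1 count in 1 library and 0 in the other two. No fold is given there because both groups were at the floor.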

The levels of oncogene BRAF-activated non-protein coding RNA (BANCR) was increased 538-fold with IFNγ treatment alone and co-treatments with TX or CQ led to its further upregulation of 842-fold and 2134-fold, respectively (**Fig 6B**). BANCR is a lincRNA that facilitates the JNK signaling pathway in vascular smooth muscle cells (VSMC) allowing for VSMC proliferation and migration [40]. Upregulation of BANCR is seen in atherosclerotic plaque and promotes inflammation. BANCR could affect MIAMI cells’ pro-inflammatory response by regulating JNK signaling. Upregulation of BANCR is likely to stimulate both inflammation and cellular proliferation in MIAMI cells (**Fig 6C**).

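BISPR (ENSG00000282851) lies on the plus strand of chromosome 19 of GRCh38 from 17405686 to 17419324 and overlaps MVB12A on the same strand, so its reads can be counted on either gene or set aside as ambiguous. The normalized counts were 69.1 ± 86.1 in control, 256.1 ± 70.3 in the libraries labelled IFNγ, 69.7 ± 46.5 in IFNγ+TX and 229.3 ± 94.6 in IFNγ+CQ (SD, n = 3 each). The SD in control came from 1 library with 168.5 normalized counts, against 23.3 and 15.6 in the others. The log2 fold change was 1.87 (standard error 0.75, adjusted p = 0.0724 from edgeR's quasi-likelihood test) in IFNγ, 1.72 (standard error 0.75, adjusted p = 0.0942 from edgeR) in IFNγ+CQ, and 0.00 (standard error 0.75, adjusted p = 1 from edgeR) in IFNγ+TX, whose markers were low. Without the third control library the first 2 of these values passed the threshold, at 3.71 and 3.55. They also passed under DESeq2 (1.90 and 1.73), limma-voom (2.55 and 2.38) and the replicate block (2.32 and 2.09). In IFNγ+TX, BISPR was 3.58-fold higher without the third control library, but it was not called there. Its log2 fold change in IFNγ+TX ran from -0.56 to 1.84 over the fits without 1 library. BISPR did not differ between IFNγ+CQ and IFNγ, with a log2 fold change of -0.16 (standard error 0.72, adjusted p = 1 from edgeR).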

IFNγ treatment alone increased 8.4-fold BST2 Interferon Stimulated Positive Regulator (BISPR), a regulator of cell proliferation, apoptosis, and antiviral response [41], while co-treatments with TX or CQ led to its further upregulation of 8.4-fold and 14.9-fold, respectively (**Fig 6B**). BISPR is a lincRNA that binds to miR-21-5p, a miRNA that suppresses Bcl-2 expression. miR-21-5p was previously found to promote thyroid papillary carcinoma cell (TPC) viability, propagation, and invasiveness [42]. Studies have shown that BISPR knockout inhibited the proliferation and invasion of TPC cells and helped promote apoptosis. Upregulation of BISPR could promote pro-inflammatory environment as increased cell proliferation leads to an increase in reactive oxygen species within cells and tissues (**Fig 6C**).

Chromosome 15 putative open reading frame 54 (C15orf54) is a lincRNA that has a single nucleotide polymorphism, SNP 17691453, associated with the metabolite dihydroxy-docosatrienoic acid, a biomarker found in heart failure [43]. IFNγ treatment led to a decrease of 140.2-fold for C15orf54, co-treatments with TX or CQ led to its further downregulation of 196.1-fold and 105.9-fold, respectively (**Fig 6B**). 

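C15orf54 is listed as LINC02915 (ENSG00000175746) on the plus strand of chromosome 15 of GRCh38 from 39250682 to 39254845. It had 212.0 ± 122.4 normalized counts in control, 2.15 ± 3.00 in the libraries labelled IFNγ, 158.1 ± 53.3 in IFNγ+TX and 1.73 ± 1.35 in IFNγ+CQ (SD, n = 3 each). In the libraries labelled IFNγ the log2 fold change was -6.87 (standard error 0.80, adjusted p = 2.65e-05 from edgeR's quasi-likelihood test). All libraries labelled IFNγ+CQ were at or under the floor of 3 counts, so that C15orf54 was at least 64.6-fold lower there (adjusted p = 2.47e-05 from edgeR). These groups lay below every control library, and at this depth no difference between them was detectable. In the libraries labelled IFNγ+TX, whose IFNγ markers were low, the log2 fold change was -0.42 (standard error 0.53, adjusted p = 1 from edgeR), while C15orf54 was higher there than in the libraries labelled IFNγ by 6.45 on the log2 scale (standard error 0.79, adjusted p = 4.55e-05 from edgeR).

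**Figure D2:**
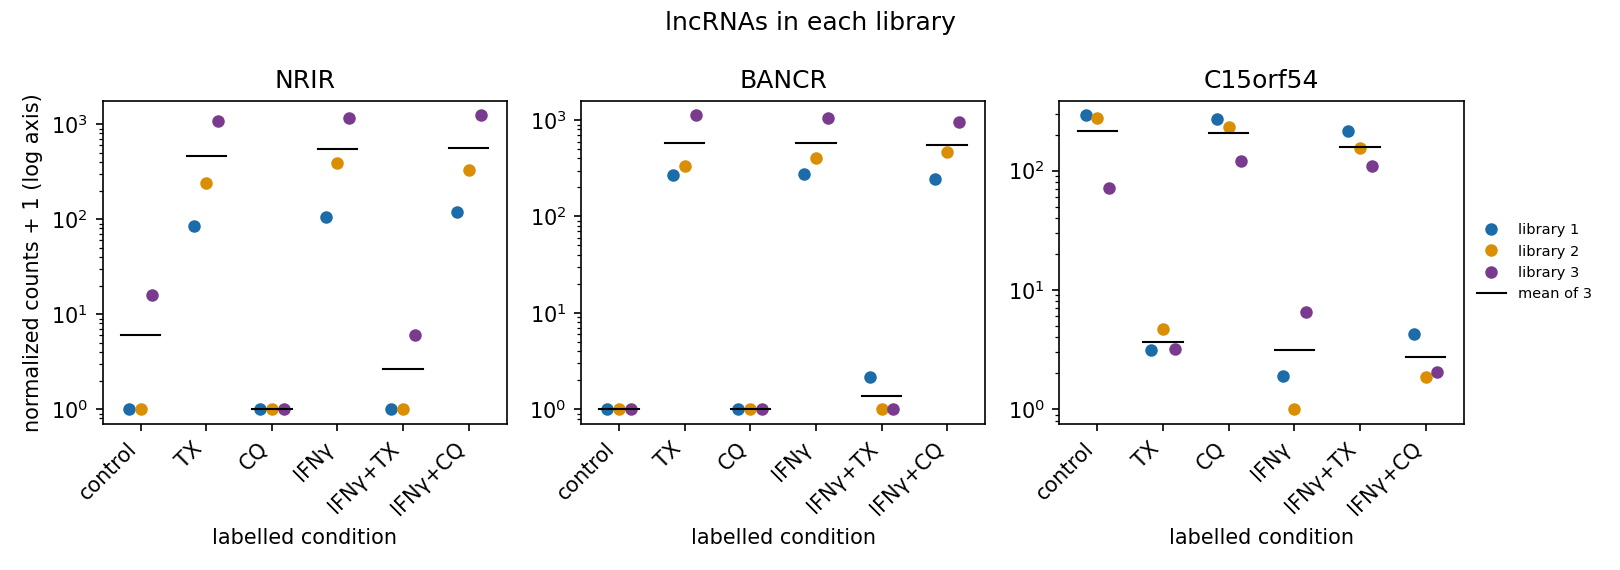
Normalized counts plus 1 of NRIR, BANCR and C15orf54 on a log axis, by labelled condition, with 1 point per library and a line at the mean of the 3 libraries. In the libraries labelled TX, IFNγ and IFNγ+CQ, NRIR and BANCR are higher and C15orf54 is lower than in every library labelled control, CQ or IFNγ+TX.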

Dihydroxy-docosatrienoic acid is produced by the Cytochrome P450 pathway and exerts similar effects to prostaglandins produced by the cyclooxygenase pathway. Downregulation of C15orf54 is likely anti-inflammatory as it would reduce the amount of the pro-inflammatory compound dihydroxy-docosatrienoic acid (**Fig 6C**) [44].

### Identification of neighboring genes

Since lncRNAs may regulate the expression of nearby genes by multiple mechanisms, the neighboring genes for the thirteen lncRNAs identified as potentially involved in modulating MIAMI cells’ response to inflammation were also examined. A total of seventy-four gene neighbors were identified based on the criteria described in Methods section (S1 File), of which four gene neighbors were found to have the potential to regulate the inflammatory process: versican (VCAN), hyaluronan and proteoglycan link protein 1 (HAPLN1), heart and neural crest derivatives expressed 2 (HAND2), and fatty acid binding protein 4 (FABP4). 

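VCAN, which spans VCAN-AS1 on chromosome 5 of GRCh38 from 83471618 to 83582303, had 117368.6 ± 35626.2 normalized counts in control, 26261.4 ± 16671.8 in the libraries labelled IFNγ, 137295.7 ± 25579.3 in IFNγ+TX and 26754.4 ± 19909.0 in IFNγ+CQ (SD, n = 3 each). Its log2 fold change was -2.16 (standard error 0.57, adjusted p = 0.0113 from edgeR's quasi-likelihood test) in IFNγ and -2.13 (standard error 0.57, adjusted p = 0.0120 from edgeR) in IFNγ+CQ. The latter call was lost without the second library labelled IFNγ+CQ, where the value was -1.94. HAPLN1, from 83637805 to 83720855 on the same chromosome, had 208029.7 ± 19423.4 normalized counts in control and 47906.5 ± 40545.6 in the libraries labelled IFNγ (SD, n = 3 each). For HAPLN1, the log2 fold change was -2.12 in both IFNγ and IFNγ+CQ (standard error 0.58 for each, adjusted p = 0.0130 and 0.0129 from edgeR). Leaving out the second or the third library of the treated group removed these calls, at -1.84 and -1.77 for IFNγ and -1.85 and -1.86 for IFNγ+CQ. In the libraries labelled IFNγ+TX, which the markers contradict, the log2 fold change was 0.23 for VCAN (standard error 0.55) and -0.02 for HAPLN1 (standard error 0.55), with an adjusted p of 1 from edgeR for both. The value for HAPLN1 was above 0 without the first control library (0.04), without the first or the third library labelled IFNγ+TX (0.01 for both), and with the replicate number as a block (0.01). HAND2, on chromosome 4 from 173524969 to 173530229, had 1 read in 1 of the 18 libraries and was not detectable at this depth. FABP4, on chromosome 8 from 81478419 to 81483236, was also at the limit of detection, with 2.63 ± 1.41 normalized counts in control, 0.259 ± 0.448 in IFNγ, 5.38 ± 2.82 in IFNγ+TX (SD, n = 3 each) and 0 in every library labelled IFNγ+CQ. No fold is given for its decrease because counts in control were too low for a bound. The adjusted p from edgeR was 0.0900 in IFNγ and 0.0276 in IFNγ+CQ, and the latter was not past the threshold without the second or the third control library or the second or the third library labelled IFNγ+CQ.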

The reported functions of the identified gene neighbors can be found in the **Table 2**. In summary, they were shown to regulate cell adhesion, cytokine expression and pro-inflammatory signaling. This analysis indicate that lncRNAs have the potential to expand their roles by affecting the expression of adjacent genes.

**Table 2:** Identities, ensembl numbers, and functions of neighboring genes that have a potential to be involved in immune response.

lncRNA	Gene Neighbor of Interest	Contribution to Immune function
VCAN-AS1 (ENSG00000249835)	VCAN (ENSG00000038427)	Interacts with immune cells via hyaluronan or via adhesion receptors (CD44, PSGL-1 and TLRs) present on cell surface resulting in activation of NFκB, synthesis and secretion of inflammatory cytokines such as TNFα and IL-6. Also contributes to inflammation regulation by interacting with growth factors and cytokines thereby influencing their bioavailability and activity [55].
VCAN-AS1 (ENSG00000249835)	HAPLN1 (ENSG00000145681)	Induces non-canonical NF-κB activation in multiple myeloma cells [56].
MORF4 (ENSG00000234801)	HAND2 (ENSG00000164107)	Regulates IL15 expression in fibroblasts and fibroblast-derived IL15 is chemotactic for natural killer cells [57].
FTH1P11 (ENSG00000237264)	FABP4 (ENSG00000170323)	Modulates pro-inflammatory cytokine production in adipocytes. Its expression correlates positively with leptin, IL6, TNFR1, and CRP [58].

## Discussion

There is a significant clinical need to enhance anti-inflammatory properties of therapeutic MSCs, a versatile cell-based therapy for diseases where small molecules alone fall short of therapeutic benefits, such as conditions caused by chronic inflammation [45]. In a pro-inflammatory environment, MSCs typically increase expression and secretion of proteins and nucleic acids with anti-inflammatory properties, resulting in creation of an immunomodulatory environment [46]. Unfortunately, the usage of MSCs in clinical practice thus far has been hampered by a need for repeated administration of a high number of cells in the treated subjects resulting in high cost of such therapies [47]. By using a subpopulation of MSCs called MIAMI cells, we evaluated approaches designed to enhance MSCs anti-inflammatory efficacy [7]. In our previous proof-of-principle study, the cells were exposed to IFNγ in the presence of autophagy stimulator TX or autophagy inhibitor CQ. The two autophagy modulators were chosen because autophagy has been shown to play a role in regulating cellular response to inflammation [48]. We found that co-treatment with either drug changed levels of numerous mRNAs and proteins known to play roles in MSCs immunoregulatory properties, resulting in enhancement of cellular ability to decrease CD4 T cell activation and proliferation [7]. We also found that the co-treatments altered the levels of several microRNAs which target mRNAs of genes known to be involved in immunoregulation. Here, we report on additional inflammation-related molecular mechanisms that could influence MIAMI cells’ gene expression in a pro-inflammatory milieu and we report lncRNAs candidates that could be associated with (and potentially predictive of) the anti-inflammatory properties of MSCs.

To evaluate these additional molecular candidates, we focused our analysis on the three lncRNA types, pseudogenes, antisense RNA, and lincRNAs whose expression was additionally altered with co-treatments with TX or CQ. These two drugs were shown to both change the levels of immunomodulatory genes in MIAMI cells and increase cells’ ability to downregulate CD4 T cell activation. This was surprising as we expected that the effect of autophagy stimulation vs. inhibition on MIAMI cells’ immunomodulatory capacity will be in opposite for the two drugs. To explain this observation, we next evaluated additional regulatory mechanisms which are shown to be associated with inflammation signaling and processes.

Most lncRNAs such as pseudogenes, antisense RNA and lincRNAs do not possess protein coding potential [49]. Nevertheless, these RNA species are important for the regulation of gene expression through a variety of additional mechanisms (**Fig 1**) [50]. In the context of MSC homeostasis and multi-differentiation, accumulating evidence supports the role of lncRNAs as regulators of such processes via diverse mechanisms. For example, lncRNA H19 is a key regulator in the multi-lineage commitment of MSCs: it promotes MSC osteogenic differentiation by acting as a ceRNA which inhibits the expression of miR-22 and miR-141 and it also promotes MSC osteogenesis by harvesting miR-138 resulting in the activation of FAK pathway [51, 52]. Moreover, lncRNAs are also known to play a regulatory role in both innate and adaptive immunity as well as in cellular response to infection and inflammation (reviewed in [16]).

Unfortunately, much less is known regarding the role of lncRNAs in MSCs therapeutic efficacy. Importantly, in addition to mediating MSCs’ response to inflammation via intracellular mechanisms, lncRNAs may also be delivered via extracellular vesicles (such as exosomes) to target cells, and thus could contribute to the regulation of target cells’ inflammatory state [53, 54]. Therefore, we report here the potential roles for differentially regulated lncRNAs in response to IFNγ treatment by evaluating the known functions of lncRNAs based on the criteria outlined in the Methods section. Our results indicate that the biological processes and pathways that may be altered due to TX or CQ co-treatments include NFκB signaling pathway, IFN-stimulated genes, ROS, myeloid interactions with immunoglobulin, leukocyte recruitment, cell adhesion and chemokine responses (**Figs 4–6**). While some of the lncRNAs profiled here had a direct role in mediating inflammation (NRIR, AC243772.2, and LINC00520 to mention a few), others (SMIM25, FTH1P11, VCAN-AS1, and AC011511.5) have been linked to the inflammatory process indirectly. These observations suggests that changes in expression of lncRNAs have a potential to alter MSCs’ response to inflammation via lncRNAs’ effects on multiple direct and indirect inflammatory pathways and molecular mechanisms. Our analysis also uncovered that lncRNAs examined here are linked to the regulation of both pro- and anti-inflammatory mechanisms; moreover, addition of TX or CQ altered the expression of molecules in the same direction. This is somewhat unexpected and could be indicative of why both drugs increased MIAMI cells’ immunomodulatory capacity to a similar extent and in the same direction [7]. It is likely that the measured functional change in MIAMI cells’ ability to downregulate CD4 T cell activation results from alterations in the levels of multiple pro- and anti-inflammatory molecules and pathways which includes a number of proteins and RNA species.

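Whether TX and CQ changed RNAs in the same direction under IFNγ was examined for the 3394 RNAs called in the libraries labelled IFNγ+TX or IFNγ+CQ against IFNγ, all of them called for IFNγ+TX and 0 for IFNγ+CQ. The 2 log2 fold changes had the same sign for 54.3% of these RNAs. Both comparisons use the libraries labelled IFNγ, and in 20 simulations with unchanged groups the shared libraries alone gave 83.4% to 85.1% (median 84.4%) for the same number of RNAs with the smallest p. The simulated libraries were independent and unchanged, whereas every RNA here was called for IFNγ+TX, whose markers were low. The simulated share is thus no baseline for 54.3%. Pairs of comparisons without a shared library gave 53.5% for TX against control with IFNγ+CQ against IFNγ, and 63.7% for CQ against control with IFNγ+TX against IFNγ. The share depended on single libraries, as it was 84.0% without the first library labelled IFNγ, 35.4% without the first and 71.5% without the third library labelled IFNγ+CQ. The labels TX and IFNγ+TX go against the IFNγ markers, so these shares describe the libraries as labelled. The paper states that TX or CQ changed the lncRNAs it examined in one direction, while 2304 of the 3394 RNAs here were protein coding.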

## Conclusion

Altogether, the present study profiled the differentially expressed of lncRNAs in MIAMI cells that were exposed to IFNγ in the presence of TX or CQ; the study evaluated putative regulatory roles and associated pathways for multiple lncRNA. A number of pathways that include both pro-and anti-inflammatory ones were examined, including those mediated via cytokine signaling and several that are linked to autoimmune responses. Future exploration and validation of lncRNAs expression should be used to define lncRNAs’ roles in MIAMI cell-mediated immunomodulation using functional assays. Additionally, because we only evaluated lncRNAs with previously studied functions based on the available literature, the mechanistic role of other differentially regulated lncRNAs with currently unknown functions should be considered in further investigations.

## Supporting information

S1 File LincRNAs involved in MIAMI cells’ response to inflammation (top paragraph) and their gene neighbors (bottom paragraph). (DOCX) Click here for additional data file.

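Some RNAs that S1 File lists were measured beside those described in the Results. LUARIS (ENSG00000231638) lies on chromosome 7 of GRCh38 from 43508728 to 43522542, within HECW1 on the opposite strand, and the counting strand is not stated. It had 12.0 ± 3.69 normalized counts in control (SD, n = 3) and was at least 2.88-fold lower in the libraries labelled IFNγ and at least 3.67-fold lower in those labelled IFNγ+CQ (adjusted p = 0.00495 and 0.000249 from edgeR's quasi-likelihood test). In IFNγ+TX, whose labels go against the markers, it had 11.7 ± 2.87 normalized counts (SD, n = 3). The processed pseudogene RPL13AP25 (ENSG00000136149), on which reads of other copies of RPL13A may be counted, had 475.3 ± 158.6 normalized counts in control and 198.4 ± 68.5 in the libraries labelled IFNγ (SD, n = 3 each). Its log2 fold change was -1.26 (standard error 0.26, adjusted p = 0.00235 from edgeR), and without the second control library it was -0.97, short of the fold change of the threshold. In IFNγ+CQ its log2 fold change was -0.96 (standard error 0.26, adjusted p = 0.0117 from edgeR), and it passed without the third control library (-1.16) or the first or the third library labelled IFNγ+CQ (-1.02 for both). MORF4, a pseudogene on chromosome 4 from 173615936 to 173616906, fell by 0.95 on the log2 scale in IFNγ and by 0.94 in IFNγ+CQ (standard error 0.20 for each, adjusted p = 0.00296 and 0.00308 from edgeR), and both passed the fold change without the third control library (-1.02 and -1.01). The change in IFNγ+CQ also passed without the third library labelled IFNγ+CQ (-1.01). NOD2, on chromosome 16 from 50693588 to 50733077, had 1.77 ± 3.07 normalized counts in control and 186.4 ± 266.5 in IFNγ (SD, n = 3 each), a log2 fold change of 6.48 (standard error 1.76, adjusted p = 0.0126 from edgeR) that was not called without the third library labelled IFNγ (3.99), without the first or the second control library (5.94 and 5.99), or under limma-voom (5.79). CYLD, its neighbor from 50742050 to 50801935, had 7429.3 ± 151.1 normalized counts in control and 14564.3 ± 3615.0 in IFNγ (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.00551 from edgeR) that lay just under the threshold and passed it without the first or the second library labelled IFNγ (1.13 and 1.03). In IFNγ+CQ it was past the threshold at 1.05 (standard error 0.23, adjusted p = 0.00329 from edgeR), but not under limma-voom, with the replicate block or without the third library labelled IFNγ+CQ (0.74 without it).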

S1 Data Excel sheet containing average values of all differentially regulated lincRNAs and their expression values (vs untreated) upon exposures to IFNγ, IFNγ+CQ and IFNγ+TX. (XLSX) Click here for additional data file.

S2 Data Excel sheet containing average values of all differentially regulated antisense RNAs and their expression values (vs untreated) upon exposures to IFNγ, IFNγ+CQ and IFNγ+TX. (XLSX) Click here for additional data file.

S3 Data Excel sheet containing average values of all differentially regulated pseudogenes and their expression values (vs untreated) upon exposures to IFNγ, IFNγ+CQ and IFNγ+TX. (XLSX) Click here for additional data file.

## References

[1] PittengerMF, DischerDE, PeaultBM, PhinneyDG, HareJM, CaplanAI. Mesenchymal stem cell perspective: cell biology to clinical progress. NPJ Regen Med. 2019;4:22. Epub 2019/12/10. doi: 10.1038/s41536-019-0083-6 ; PubMed Central PMCID: PMC6889290.31815001PMC6889290

[2] WeissARR, DahlkeMH. Immunomodulation by Mesenchymal Stem Cells (MSCs): Mechanisms of Action of Living, Apoptotic, and Dead MSCs. Front Immunol. 2019;10:1191. Epub 2019/06/20. doi: 10.3389/fimmu.2019.01191 ; PubMed Central PMCID: PMC6557979.31214172PMC6557979

[3] MosanyaCH, IsaacsJD. Tolerising cellular therapies: what is their promise for autoimmune disease? Ann Rheum Dis. 2019;78(3):297–310. Epub 2018/11/06. doi: 10.1136/annrheumdis-2018-214024 ; PubMed Central PMCID: PMC6390030.30389690PMC6390030

[4] NeriS, BorziRM. Molecular Mechanisms Contributing to Mesenchymal Stromal Cell Aging. Biomolecules. 2020;10(2). Epub 2020/02/27. doi: 10.3390/biom10020340 ; PubMed Central PMCID: PMC7072652.32098040PMC7072652

[5] LiY, WuQ, WangY, LiL, BuH, BaoJ. Senescence of mesenchymal stem cells (Review). Int J Mol Med. 2017;39(4):775–82. Epub 2017/03/16. doi: 10.3892/ijmm.2017.2912 .28290609

[6] CeccarelliS, PontecorviP, AnastasiadouE, NapoliC, MarcheseC. Immunomodulatory Effect of Adipose-Derived Stem Cells: The Cutting Edge of Clinical Application. Front Cell Dev Biol. 2020;8:236. Epub 2020/05/05. doi: 10.3389/fcell.2020.00236 ; PubMed Central PMCID: PMC7180192.32363193PMC7180192

[7] RossiF, NorenH, SarriaL, SchillerPC, NathansonL, BeljanskiV. Combination therapies enhance immunoregulatory properties of MIAMI cells. Stem Cell Res Ther. 2019;10(1):395. Epub 2019/12/20. doi: 10.1186/s13287-019-1515-3 ; PubMed Central PMCID: PMC6921447.31852519PMC6921447

[8] KarantalisV, Suncion-LoescherVY, BagnoL, GolpanianS, WolfA, SaninaC, et al. Synergistic Effects of Combined Cell Therapy for Chronic Ischemic Cardiomyopathy. J Am Coll Cardiol. 2015;66(18):1990–9. Epub 2015/10/31. doi: 10.1016/j.jacc.2015.08.879 ; PubMed Central PMCID: PMC4628729.26516002PMC4628729

[9] JiangGM, TanY, WangH, PengL, ChenHT, MengXJ, et al. The relationship between autophagy and the immune system and its applications for tumor immunotherapy. Mol Cancer. 2019;18(1):17. Epub 2019/01/27. doi: 10.1186/s12943-019-0944-z ; PubMed Central PMCID: PMC6345046.30678689PMC6345046

[10] YinZ, PascualC, KlionskyDJ. Autophagy: machinery and regulation. Microb Cell. 2016;3(12):588–96. Epub 2017/03/31. doi: 10.15698/mic2016.12.546 ; PubMed Central PMCID: PMC5348978.28357331PMC5348978

[11] KaikkonenMU, LamMT, GlassCK. Non-coding RNAs as regulators of gene expression and epigenetics. Cardiovasc Res. 2011;90(3):430–40. Epub 2011/05/12. doi: 10.1093/cvr/cvr097 ; PubMed Central PMCID: PMC3096308.21558279PMC3096308

[12] GomesAQ, NolascoS, SoaresH. Non-coding RNAs: multi-tasking molecules in the cell. Int J Mol Sci. 2013;14(8):16010–39. Epub 2013/08/06. doi: 10.3390/ijms140816010 ; PubMed Central PMCID: PMC3759897.23912238PMC3759897

[13] FernandesJCR, AcunaSM, AokiJI, Floeter-WinterLM, MuxelSM. Long Non-Coding RNAs in the Regulation of Gene Expression: Physiology and Disease. Noncoding RNA. 2019;5(1). Epub 2019/02/20. doi: 10.3390/ncrna5010017 ; PubMed Central PMCID: PMC6468922.30781588PMC6468922

[14] HanY, LiX, ZhangY, HanY, ChangF, DingJ. Mesenchymal Stem Cells for Regenerative Medicine. Cells. 2019;8(8). Epub 2019/08/16. doi: 10.3390/cells8080886 ; PubMed Central PMCID: PMC6721852.31412678PMC6721852

[15] LongY, WangX, YoumansDT, CechTR. How do lncRNAs regulate transcription? Sci Adv. 2017;3(9):eaao2110. Epub 2017/09/30. doi: 10.1126/sciadv.aao2110 ; PubMed Central PMCID: PMC5617379.28959731PMC5617379

[16] ChenJ, AoL, YangJ. Long non-coding RNAs in diseases related to inflammation and immunity. Ann Transl Med. 2019;7(18):494. Epub 2019/11/09. doi: 10.21037/atm.2019.08.37 ; PubMed Central PMCID: PMC6803193.31700930PMC6803193

[17] Gonzalez-MoroI, Olazagoitia-GarmendiaA, ColliML, Cobo-VuilleumierN, PostlerTS, MarselliL, et al. The T1D-associated lncRNA Lnc13 modulates human pancreatic beta cell inflammation by allele-specific stabilization of STAT1 mRNA. Proc Natl Acad Sci U S A. 2020;117(16):9022–31. Epub 2020/04/15. doi: 10.1073/pnas.1914353117 ; PubMed Central PMCID: PMC7183221.32284404PMC7183221

[18] WuTD, NacuS. Fast and SNP-tolerant detection of complex variants and splicing in short reads. Bioinformatics. 2010;26(7):873–81. Epub 2010/02/12. doi: 10.1093/bioinformatics/btq057 ; PubMed Central PMCID: PMC2844994.20147302PMC2844994

[19] KimD, LangmeadB, SalzbergSL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12(4):357–60. Epub 2015/03/10. doi: 10.1038/nmeth.3317 ; PubMed Central PMCID: PMC4655817.25751142PMC4655817

[20] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. Epub 2012/10/30. doi: 10.1093/bioinformatics/bts635 ; PubMed Central PMCID: PMC3530905.23104886PMC3530905

[21] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–9. Epub 2014/09/28. doi: 10.1093/bioinformatics/btu638 ; PubMed Central PMCID: PMC4287950.25260700PMC4287950

[22] FishilevichS, NudelR, RappaportN, HadarR, PlaschkesI, Iny SteinT, et al. GeneHancer: genome-wide integration of enhancers and target genes in GeneCards. Database (Oxford). 2017;2017. Epub 2017/06/13. doi: 10.1093/database/bax028 ; PubMed Central PMCID: PMC5467550.28605766PMC5467550

[23] BreuerK, ForoushaniAK, LairdMR, ChenC, SribnaiaA, LoR, et al. InnateDB: systems biology of innate immunity and beyond—recent updates and continuing curation. Nucleic Acids Res. 2013;41(Database issue):D1228–33. Epub 2012/11/28. doi: 10.1093/nar/gks1147 ; PubMed Central PMCID: PMC3531080.23180781PMC3531080

[24] BrantlS. Antisense-RNA regulation and RNA interference. Biochim Biophys Acta. 2002;1575(1–3):15–25. Epub 2002/05/22. doi: 10.1016/s0167-4781(02)00280-4 .12020814

[25] MariottiB, ServaasNH, RossatoM, TamassiaN, CassatellaMA, CossuM, et al. The Long Non-coding RNA NRIR Drives IFN-Response in Monocytes: Implication for Systemic Sclerosis. Front Immunol. 2019;10:100. Epub 2019/02/26. doi: 10.3389/fimmu.2019.00100 ; PubMed Central PMCID: PMC6371048.30804934PMC6371048

[26] KazanietzMG, DurandoM, CookeM. CXCL13 and Its Receptor CXCR5 in Cancer: Inflammation, Immune Response, and Beyond. Front Endocrinol (Lausanne). 2019;10:471. Epub 2019/07/30. doi: 10.3389/fendo.2019.00471 ; PubMed Central PMCID: PMC6639976.31354634PMC6639976

[27] CarlsenHS, BaekkevoldES, MortonHC, HaraldsenG, BrandtzaegP. Monocyte-like and mature macrophages produce CXCL13 (B cell-attracting chemokine 1) in inflammatory lesions with lymphoid neogenesis. Blood. 2004;104(10):3021–7. Epub 2004/07/31. doi: 10.1182/blood-2004-02-0701 .15284119

[28] FinchDK, EttingerR, KarnellJL, HerbstR, SleemanMA. Effects of CXCL13 inhibition on lymphoid follicles in models of autoimmune disease. Eur J Clin Invest. 2013;43(5):501–9. Epub 2013/03/23. doi: 10.1111/eci.12063 .23517338

[29] CheethamSW, FaulknerGJ, DingerME. Overcoming challenges and dogmas to understand the functions of pseudogenes. Nat Rev Genet. 2020;21(3):191–201. Epub 2019/12/19. doi: 10.1038/s41576-019-0196-1 .31848477

[30] TsujiY, AyakiH, WhitmanSP, MorrowCS, TortiSV, TortiFM. Coordinate transcriptional and translational regulation of ferritin in response to oxidative stress. Mol Cell Biol. 2000;20(16):5818–27. Epub 2000/07/27. doi: 10.1128/MCB.20.16.5818-5827.2000 ; PubMed Central PMCID: PMC86059.10913165PMC86059

[31] ChanJJ, KwokZH, ChewXH, ZhangB, LiuC, SoongTW, et al. A FTH1 gene:pseudogene:microRNA network regulates tumorigenesis in prostate cancer. Nucleic Acids Res. 2018;46(4):1998–2011. Epub 2017/12/15. doi: 10.1093/nar/gkx1248 ; PubMed Central PMCID: PMC5829750.29240947PMC5829750

[32] PhamCG, BubiciC, ZazzeroniF, PapaS, JonesJ, AlvarezK, et al. Ferritin heavy chain upregulation by NF-kappaB inhibits TNFalpha-induced apoptosis by suppressing reactive oxygen species. Cell. 2004;119(4):529–42. Epub 2004/11/13. doi: 10.1016/j.cell.2004.10.017 .15537542

[33] LvH, TongJ, YangJ, LvS, LiWP, ZhangC, et al. Dysregulated Pseudogene HK2P1 May Contribute to Preeclampsia as a Competing Endogenous RNA for Hexokinase 2 by Impairing Decidualization. Hypertension. 2018;71(4):648–58. Epub 2018/02/15. doi: 10.1161/HYPERTENSIONAHA.117.10084 .29440331

[34] GaoY, YangY, YuanF, HuangJ, XuW, MaoB, et al. TNFalpha-YAP/p65-HK2 axis mediates breast cancer cell migration. Oncogenesis. 2017;6(9):e383. Epub 2017/09/26. doi: 10.1038/oncsis.2017.83 ; PubMed Central PMCID: PMC5623908.28945218PMC5623908

[35] JinXH, HongYG, LiP, HaoLQ, ChenM. Long noncoding RNA LINC00520 accelerates the progression of colorectal cancer by serving as a competing endogenous RNA of microRNA-577 to increase HSP27 expression. Hum Cell. 2020;33(3):683–94. Epub 2020/03/09. doi: 10.1007/s13577-020-00336-8 .32146708

[36] FernsG, ShamsS, ShafiS. Heat shock protein 27: its potential role in vascular disease. Int J Exp Pathol. 2006;87(4):253–74. Epub 2006/08/01. doi: 10.1111/j.1365-2613.2006.00484.x ; PubMed Central PMCID: PMC2517372.16875491PMC2517372

[37] SalariS, SeibertT, ChenYX, HuT, ShiC, ZhaoX, et al. Extracellular HSP27 acts as a signaling molecule to activate NF-kappaB in macrophages. Cell Stress Chaperones. 2013;18(1):53–63. Epub 2012/08/02. doi: 10.1007/s12192-012-0356-0 ; PubMed Central PMCID: PMC3508120.22851137PMC3508120

[38] HungJ, ScanlonJP, MahmoudAD, RodorJ, BallantyneM, FontaineMAC, et al. Novel Plaque Enriched Long Noncoding RNA in Atherosclerotic Macrophage Regulation (PELATON). Arterioscler Thromb Vasc Biol. 2020;40(3):697–713. Epub 2019/12/13. doi: 10.1161/ATVBAHA.119.313430 ; PubMed Central PMCID: PMC7043732.31826651PMC7043732

[39] YaraniR, MirzaAH, KaurS, PociotF. The emerging role of lncRNAs in inflammatory bowel disease. Exp Mol Med. 2018;50(12):1–14. Epub 2018/12/14. doi: 10.1038/s12276-018-0188-9 ; PubMed Central PMCID: PMC6283835.30523244PMC6283835

[40] LiH, LiuX, ZhangL, LiX. LncRNA BANCR facilitates vascular smooth muscle cell proliferation and migration through JNK pathway. Oncotarget. 2017;8(70):114568–75. Epub 2018/02/01. doi: 10.18632/oncotarget.21603 ; PubMed Central PMCID: PMC5777714.29383102PMC5777714

[41] BarriocanalM, CarneroE, SeguraV, FortesP. Long Non-Coding RNA BST2/BISPR is Induced by IFN and Regulates the Expression of the Antiviral Factor Tetherin. Front Immunol. 2014;5:655. Epub 2015/01/27. doi: 10.3389/fimmu.2014.00655 ; PubMed Central PMCID: PMC4288319.25620967PMC4288319

[42] ZhangH, CaiY, ZhengL, ZhangZ, LinX, JiangN. LncRNA BISPR promotes the progression of thyroid papillary carcinoma by regulating miR-21-5p. Int J Immunopathol Pharmacol. 2018;32:2058738418772652. Epub 2018/06/02. doi: 10.1177/2058738418772652 ; PubMed Central PMCID: PMC5985546.29856242PMC5985546

[43] YuB, ZhengY, AlexanderD, ManolioTA, AlonsoA, NettletonJA, et al. Genome-wide association study of a heart failure related metabolomic profile among African Americans in the Atherosclerosis Risk in Communities (ARIC) study. Genet Epidemiol. 2013;37(8):840–5. Epub 2013/08/13. doi: 10.1002/gepi.21752 ; PubMed Central PMCID: PMC4079107.23934736PMC4079107

[44] GabbsM, LengS, DevassyJG, MonirujjamanM, AukemaHM. Advances in Our Understanding of Oxylipins Derived from Dietary PUFAs. Adv Nutr. 2015;6(5):513–40. Epub 2015/09/17. doi: 10.3945/an.114.007732 ; PubMed Central PMCID: PMC4561827.26374175PMC4561827

[45] LevyO, KuaiR, SirenEMJ, BhereD, MiltonY, NissarN, et al. Shattering barriers toward clinically meaningful MSC therapies. Sci Adv. 2020;6(30):eaba6884. Epub 2020/08/25. doi: 10.1126/sciadv.aba6884 ; PubMed Central PMCID: PMC7439491.32832666PMC7439491

[46] SongN, ScholtemeijerM, ShahK. Mesenchymal Stem Cell Immunomodulation: Mechanisms and Therapeutic Potential. Trends Pharmacol Sci. 2020;41(9):653–64. Epub 2020/07/28. doi: 10.1016/j.tips.2020.06.009 ; PubMed Central PMCID: PMC7751844.32709406PMC7751844

[47] ZhouT, YuanZ, WengJ, PeiD, DuX, HeC, et al. Challenges and advances in clinical applications of mesenchymal stromal cells. J Hematol Oncol. 2021;14(1):24. Epub 2021/02/14. doi: 10.1186/s13045-021-01037-x ; PubMed Central PMCID: PMC7880217.33579329PMC7880217

[48] Netea-MaierRT, PlantingaTS, van de VeerdonkFL, SmitJW, NeteaMG. Modulation of inflammation by autophagy: Consequences for human disease. Autophagy. 2016;12(2):245–60. Epub 2015/07/30. doi: 10.1080/15548627.2015.1071759 ; PubMed Central PMCID: PMC4836004.26222012PMC4836004

[49] MaL, BajicVB, ZhangZ. On the classification of long non-coding RNAs. RNA Biol. 2013;10(6):925–33. Epub 2013/05/23. doi: 10.4161/rna.24604 ; PubMed Central PMCID: PMC4111732.23696037PMC4111732

[50] StatelloL, GuoCJ, ChenLL, HuarteM. Gene regulation by long non-coding RNAs and its biological functions. Nat Rev Mol Cell Biol. 2021;22(2):96–118. Epub 2020/12/24. doi: 10.1038/s41580-020-00315-9 ; PubMed Central PMCID: PMC7754182.33353982PMC7754182

[51] GongYY, PengMY, YinDQ, YangYF. Long non-coding RNA H19 promotes the osteogenic differentiation of rat ectomesenchymal stem cells via Wnt/beta-catenin signaling pathway. Eur Rev Med Pharmacol Sci. 2018;22(24):8805–13. Epub 2018/12/24. doi: 10.26355/eurrev_201812_16648 .30575922

[52] HuW, YeY, ZhangW, WangJ, ChenA, GuoF. miR1423p promotes osteoblast differentiation by modulating Wnt signaling. Mol Med Rep. 2013;7(2):689–93. Epub 2012/12/12. doi: 10.3892/mmr.2012.1207 .23229013

[53] van de VyverM, PowrieYSL, SmithC. Targeting Stem Cells in Chronic Inflammatory Diseases. Adv Exp Med Biol. 2021;1286:163–81. Epub 2021/03/17. doi: 10.1007/978-3-030-55035-6_12 .33725353

[54] MendtM, RezvaniK, ShpallE. Mesenchymal stem cell-derived exosomes for clinical use. Bone Marrow Transplant. 2019;54(Suppl 2):789–92. Epub 2019/08/23. doi: 10.1038/s41409-019-0616-z .31431712

[55] WightTN, KangI, EvankoSP, HartenIA, ChangMY, PearceOMT, et al. Versican-A Critical Extracellular Matrix Regulator of Immunity and Inflammation. Front Immunol. 2020;11:512. Epub 2020/04/09. doi: 10.3389/fimmu.2020.00512 ; PubMed Central PMCID: PMC7105702.32265939PMC7105702

[56] HuynhM, PakC, MarkovinaS, CallanderNS, ChngKS, Wuerzberger-DavisSM, et al. Hyaluronan and proteoglycan link protein 1 (HAPLN1) activates bortezomib-resistant NF-kappaB activity and increases drug resistance in multiple myeloma. J Biol Chem. 2018;293(7):2452–65. Epub 2017/12/28. doi: 10.1074/jbc.RA117.000667 ; PubMed Central PMCID: PMC5818187.29279332PMC5818187

[57] MarinicM, MikaK, ChigurupatiS, LynchVJ. Evolutionary transcriptomics implicates HAND2 in the origins of implantation and regulation of gestation length. Elife. 2021;10. Epub 2021/02/02. doi: 10.7554/eLife.61257 ; PubMed Central PMCID: PMC7943190.33522483PMC7943190

[58] TerraX, QuinteroY, AuguetT, PorrasJA, HernandezM, SabenchF, et al. FABP 4 is associated with inflammatory markers and metabolic syndrome in morbidly obese women. Eur J Endocrinol. 2011;164(4):539–47. Epub 2011/01/25. doi: 10.1530/EJE-10-1195 .21257725

# Supplementary material for: Effects of autophagy modulators tamoxifen and chloroquine on the expression profiles of long non-coding RNAs in MIAMI cells exposed to IFNγ
**Source:** PLoS One. 2022 Apr 21;17(4):e0266179. doi: 10.1371/journal.pone.0266179
**Supplement:** S1 File

**LincRNAs involved in MIAMI cells’ response to inflammation (top paragraph) and their gene neighbors (bottom paragraph):**

LincRNAs involved in MIAMI cells’ response to inflammation: LUARIS (ENSG00000231638), VCAN-AS1 (ENSG00000249835), NRIR (ENSG00000225964), MORF4 (ENSG00000234801), RPL3AP25 (ENSG00000136149), HK2P1 (ENSG00000228612), FTH1P11 (ENSG00000237264), C15orf41 (ENSG00000186073), BISPR (ENSG00000282851), LINC0052 (ENSG00000258791), SMIM25 (ENSG00000224397), BANCR (ENSG00000278910), NOD2 (ENSG00000167207), CYLD (ENSG00000083799), FTH1 (ENSG00000167996)

Gene Neighbors Identified: LOC111591501 (NCBI Gene ID 111591501), LOC102724903, (NCBI Gene ID 102724903), RPL18AP10 (NCBI Gene ID 100271285), COA1(NCBI Gene ID 55744), HECW1 (NCBI Gene ID 23072), STK17A (NCBI Gene ID 9263), LOC107986431 (NCBI Gene ID 107986431), RNU6-620P (NCBI Gene ID 106481377), FTH1P9 (NCBI Gene ID106478936), VCAN (NCBI Gene ID 1462), HAPLN1 (NCBI Gene ID 1404), LOC105373404 (NCBI Gene ID 105373404), GRASLND (NCBI Gene ID 386597), CMPK2 (NCBI Gene ID 129607), RSAD2 (NCBI Gene ID 91543), RNF144A (NCBI Gene ID 9781), LOC107986203 (NCBI Gene ID 107986203), LOC101928409 (NCBI Gene ID 101928409), RANP6 (NCBI Gene ID 100128266), HAND2-AS1 (NCBI Gene ID 79804), SCRG1 (NCBI Gene ID 11341), HAND2 (NCBI Gene ID 9464), LOC105370213 (NCBI Gene ID 105370213), MIR5007 (NCBI Gene ID 100846996), LINC00458 (NCBI Gene ID 100507428), HNRNPH3P1 (NCBI Gene ID 106480233), LOC105373283 (NCBI Gene ID 105373283), PSMA1P1 (NCBI Gene ID 100422286), WBP11P3 (NCBI Gene ID 727874), BRWD3 (NCBI Gene ID 254065), LOC101927118 (NCBI Gene ID 101927118), NIPA2P4 (NCBI Gene ID 100421776), FABP12 (NCBI Gene ID 646486), FABP9 (NCBI Gene ID 646480), FABP4 (NCBI Gene ID 2167), LOC110120936 (NCBI Gene ID 110120936), LOC110120858 (NCBI Gene ID 110120858), LOC110120842 (NCBI Gene ID 110120842), TPST2P1 (NCBI Gene ID 100420710), COX6CP4 (NCBI Gene ID 100288892), LOC751603 (NCBI Gene ID 751603), LARP4P (NCBI Gene ID 554354), CSNK1A1P1 (NCBI Gene ID 161635), LOC145845 (NCBI Gene ID 145845), MEIS2 (NCBI Gene ID 4212), LOC112268485 (NCBI Gene ID 112268485), LOC105370511 (NCBI Gene ID 105370511), RPL13AP3 (NCBI Gene ID 645683), KTN1 (NCBI Gene ID 3895), LOC105372657 (NCBI Gene ID 105372657), LOC105372656 (NCBI Gene ID 105372656), LINC01271 (NCBI Gene ID 101927586), LINC01270 (NCBI Gene ID 284751), LOC108510657 (NCBI Gene ID 108510657), LOC108175349 (NCBI Gene ID 108175349), LOC105376074 (NCBI Gene ID 105376074), TJP2 (NCBI Gene ID 9414), FAM189A2 (NCBI Gene ID 9413), FXN (NCBI Gene ID 2395), APBA1 (NCBI Gene ID 320), LOC111365154 (NCBI Gene ID 111365154), LOC107984334 (NCBI Gene ID 107984334), RNU6-1243P (NCBI Gene ID 106481573), LOC399900 (NCBI Gene ID 399900), BEST1 (NCBI Gene ID 7439), RAB3IL1 (NCBI Gene ID 5866), LINC02168 (NCBI Gene ID 105371252), LOC105371251 (NCBI Gene ID 105371251), CYLD-AS1 (NCBI Gene ID 102724907), LOC101927272 (NCBI Gene ID 101927272), MIR3181 (NCBI Gene ID 100422972), SNX20 (NCBI Gene ID 124460), NKD1 (NCBI Gene ID 85407), LOC110120841 (NCBI Gene ID 110120841)

How the deposited data were processed for this re-analysis (not part of the article)

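MIAMI cells, a subtype of human mesenchymal stromal cells isolated from marrow, were left untreated or were treated with IFNγ, TX, CQ, IFNγ+TX or IFNγ+CQ, and total RNA of 3 libraries per labelled condition was sequenced, or 18 libraries. The authors mapped the reads to GRCh38 with GSNAP, HISAT2 and STAR and tested counts from each aligner with DESeq2. The values the authors deposited for each library are the count of reads assigned to each of 58051 Ensembl genes, as whole numbers without normalization. The paper's text does not name the aligner behind the deposited counts, the annotation release or the counting strand. Each file ends with 5 lines that name no gene, such as reads not aligned, and these were used only to describe the libraries. A table of the whole series with 18 columns was not used, because its column names could not be given to samples.

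Counts were analyzed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Of the gene identifiers, 56948 (98.1%) were found in the GRCh38 annotation, which gave gene type, position and strand. Processed pseudogenes and protein coding RNAs were taken by gene type, and pseudogenes below are the processed ones. An lncRNA that overlaps a protein coding gene on the opposite strand was taken as antisense, and one that overlaps no protein coding gene as lincRNA. Genes with at least 5 counts in at least 3 libraries were tested, which left 22341 genes, of which 14369 were protein coding, 1920 antisense, 1642 lincRNA and 1708 pseudogene.

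The comparisons used edgeR's quasi-likelihood test with TMM normalization in 1 fit over all 18 libraries, with 6 labelled groups of 3, 12 residual degrees of freedom and a common dispersion of 0.0872. An RNA was a drRNA at the paper's thresholds, a Benjamini-Hochberg false discovery rate of 0.05 and a fold change of 2. The tests of whether a drug's change differs with and without IFNγ used the false discovery rate alone, as did the counts of genes past the threshold within gene lists. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts scaled by TMM library sizes, and a group whose libraries all had at most 3 counts was treated as at the floor, so that a fold against it is given as a lower bound. The counts on genes per library had a minimum of 35231051 and a maximum of 60632833.

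The comparisons and their tests, the alternatives and the rule for naming RNAs were fixed before the data were examined. The rule took every RNA that the paper names in its Results, their target, parent and neighboring genes, the further lncRNAs of S1 File, and genes as checks of the IFNγ labels, 1 of which is not reported here. For IFNγ, IFNγ+TX and IFNγ+CQ against control, it also took the 2 largest rises and 2 largest falls among antisense RNAs, lincRNAs and pseudogenes past the threshold, with every treated library on the same side of every control library and a mean of at least 50 counts per library in the higher group. For IFNγ+TX and IFNγ+CQ against IFNγ, it took the 2 largest rises and falls among all genes in the same way. For 4 of the 13 lncRNAs named in the Results, no identifier could be found, and these were not analyzed here. The 5 lists held 63 IFNγ response genes, 24 ATF4 target genes, 33 cell cycle genes, 25 cholesterol synthesis genes and 34 lysosome and autophagy genes. They were tested in 40 pairs of list and comparison with limma's camera at an inter-gene correlation of 0.01, and with fry.

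Alternatives were DESeq2 with its size factors, limma-voom, upper-quartile normalization, no filter, filterByExpr, at least 10 counts in every library, the replicate number as a block, a prior count of 2 for fold changes, only the 6 libraries compared, the false discovery rate alone, classes from the lists of the paper's Supplementary Data, and each library left out in turn. A fit of only the 6 libraries compared with the replicate block was added after seeing the data. Splits of the 6 libraries of each comparison into groups of 3 were counted, and labels were drawn 100 times for results that use more groups. Unchanged groups were simulated 20 times for results that share control libraries.

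The tests were checked on simulated counts of 22341 genes, 200 of them changed by known fold changes, of which 21179 passed the filter. The edgeR test recovered 172 (86%), all in the right direction, with 11 false calls and a median absolute error of 0.16 on the log2 scale. DESeq2 recovered 185 (92.5%) with 30 false calls, limma-voom 169 (84.5%) with 10, and the fit with the replicate block 170 (85%) with 11.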

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

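The tests of the labels, of the replicate numbers and of depth, and the draws of the labels, were chosen only after the results were seen.

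Genes induced by IFNγ were high in libraries labelled TX, which were not exposed to IFNγ by their labels. IDO1 had a mean of 430262.7 normalized counts there, CXCL10 27045.4, GBP1 202343.0 and HLA-DRA 42153.1, all above the level in the control libraries (IDO1 12.7, CXCL10 16.5, GBP1 8511.0, HLA-DRA 1.04). In turn, the mean of IDO1 was 238.3 in the libraries labelled IFNγ+TX and 387803.5 in those labelled IFNγ. In a test of the difference itself, the change with TX differed with and without IFNγ for 10234 genes (4862 positive and 5372 negative), and 1 of 100 draws of the labels, the real one, gave as many. This test sets the libraries labelled IFNγ+TX and control, with low markers, against those labelled IFNγ and TX, with high markers. Its result follows from the marker pattern and is not a separate one. The corresponding test for CQ gave 0 genes, with 251 at an unadjusted p under 0.05. No draw can give fewer than 0, so the 100 of 100 draws that gave as many decide nothing.

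The tables argue against 2 explanations of this pattern. Mixing with RNA of untreated cells would leave a sizable share of the IDO1 counts, but the highest library labelled IFNγ+TX had 0.171% of the mean of those labelled IFNγ. Depth would have to differ by a similar factor, but the largest median depth of a group was 1.23 times the smallest.

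Other explanations stay open, because they were weighed against the fold changes in the paper's Supplementary Data, and how the paper grouped the libraries is not known here. By label, the fold changes of IFNγ+TX had a correlation of 0.0247 with the paper's across 1100 genes, which are not independent replicates, and 51.4% had the same direction, while the correlations for IFNγ and IFNγ+CQ were 0.855 and 0.839. This would speak against an effect of TX under correct labels only if the paper's folds were computed over the treatments they name. The deviation of each of the 6 libraries labelled IFNγ or IFNγ+CQ from the mean of its group followed 1 of the paper's columns, with correlations from 0.825 to 0.955 across 513 genes. An exchange of the labels TX and IFNγ+TX alone would not give this if the paper's columns are means over treatments, but it could if they are means over replicate numbers.

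A candidate explanation is that the replicate numbers stand for the drug treatments. For 15 of the 18 libraries, the deviation from the labelled group was closest to the paper's column for IFNγ, IFNγ+TX or IFNγ+CQ where the library had the number 1, 2 or 3. The exceptions were the libraries with number 2 labelled control, CQ and IFNγ+TX. Each number occurs once in each labelled group, so numbers that stand for donors or batches were weighed as well. They would give this match if the paper's columns were averages over the numbers. They would not if the columns are averages by treatment, as the paper describes them. How the paper grouped the libraries is not known here, so donors or batches stay open. The median correlation of same-numbered libraries was 0.667 among those labelled TX, IFNγ and IFNγ+CQ, 0.174 among those labelled control, CQ and IFNγ+TX, and 0.058 between these sets. No library was regrouped on this basis, and a biological cause was not tested apart from these.

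Genes that the paper does not discuss were high in the libraries labelled IFNγ. ENSG00000266976 had a mean of 396.3 normalized counts and HLA-DOA 4745.3, both with 0 in every control library, and XIRP1 had 6746.5 against 3.33. A difference in depth is argued against, since the median depth of these libraries was 1.05 times that of control. Other technical sources were not tested for these genes. XIRP1 had 20008.2 normalized counts in the third library labelled IFNγ, against 56.4 and 174.7 in the others. It was also highest in the third library labelled TX (10170.6, against 77.7 and 107.4) and in the third labelled IFNγ+CQ (22014.6, against 85.3 and 149.7), so the high value follows the replicate number in these 3 groups. Without the third library labelled IFNγ, the log2 fold change of 10.82 was 4.97 and not past the threshold. The call was also lost under limma-voom (7.82) and without each control library in turn (10.27, 10.46 and 13.33). IFNγ itself stays open as a biological explanation for these genes, but it was not tested apart from the doubt about the labels.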

How the results depend on the processing

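The counts over splits of the libraries were chosen as a test only after the results were seen, as was a fit of only the 6 libraries compared with the replicate number as a block. The alternative that uses the series table with limma was not run, because its columns could not be given to samples. The cause was not tested for any change below, unless it is stated.

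Of 24 results over many genes, 10 had a value of 0 (as for CQ against control, where 424 genes had an unadjusted p under 0.05). In all, 353 pairs of result and setting stayed within the spread or within 1.5 times the count and 37 moved. The values of 0 stayed at 0 in every alternative run, except that DESeq2 called 2 genes in IFNγ+TX against control and the block in only the 6 libraries compared called 2 in CQ against control. The false discovery rate alone, which removes a criterion, gave 6233 drRNAs for TX, 6549 for IFNγ and 6699 for IFNγ+CQ against control, 6164 for IFNγ+TX against IFNγ, 6255 for IFNγ+CQ against IFNγ+TX, and 331 pseudogenes for IFNγ+CQ against control. With at least 10 counts in every library, which leaves fewer genes and removes those absent from a group, the first 5 of these were 1967, 2081, 2101, 1998 and 2000. The classes in IFNγ and IFNγ+CQ were then 108 and 111 antisense RNAs, 86 and 82 lincRNAs, and 115 and 99 pseudogenes. With classes from the paper's lists, in which fewer genes could be matched, they were 95 and 99 antisense RNAs, 117 and 125 lincRNAs, and 110 and 111 pseudogenes. With only the 6 libraries compared, 202 lincRNAs were called in IFNγ+CQ, and 140 and 133 pseudogenes in IFNγ and IFNγ+CQ. Under fry, 10 of the 22 list calls of camera held.

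With the replicate number as a block, 4322 drRNAs were called in IFNγ against control and 4406 in IFNγ+CQ. The correlations of the 45 same-numbered pairs of libraries ran from -0.044 to 0.777 with a median of 0.098. This pools sets with high and low IFNγ markers, between which the median was 0.058. Within TX, IFNγ and IFNγ+CQ the median was 0.667 and the lowest 0.397, and within control, CQ and IFNγ+TX 0.174 and 0.085. The paper names no block, so the block is given as an alternative. The main test leaves differences between numbers in its spread, which can hide changes where it called 0. For CQ against control and IFNγ+CQ against IFNγ, all 3 same-numbered pairs of the 2 groups had correlations over 0.1 (0.142 to 0.460 and 0.466 to 0.777). With the replicate block in only the 6 libraries compared, chosen after seeing the data, 2 RNAs were called in CQ against control (BATF2 and RNY1, named after their values were seen) with 2391 at an unadjusted p under 0.05, and 0 in IFNγ+CQ against IFNγ with 458.

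Leaving out 1 library at a time gave 208 to 344 lincRNAs in IFNγ+CQ against control (208 without the first and 216 without the second control library). It gave 120 to 276 pseudogenes in IFNγ (120 without the second control library, 146 without the third library labelled IFNγ) and 114 to 267 in IFNγ+CQ (114 without the second control library). For TX against control it gave 85 to 221 pseudogenes, 206 to 324 lincRNAs and 193 to 303 antisense RNAs. The share of RNAs changed in the same direction by both drugs ran from 35.4% to 84%, with 84% without the first library labelled IFNγ, and 35.4% and 71.5% without the first and the third library labelled IFNγ+CQ.

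Among 107 values of named genes, alternatives over all libraries left 840 pairs of value and setting on the same side, while 12 became weaker, 17 stronger and 9 reversed. CD36 reversed its log2 fold change to -0.30 in IFNγ and -0.66 in IFNγ+CQ under limma-voom, and to -0.14 and -0.32 with the block. In IFNγ+TX against control, where no named gene was called apart from IDO1 under DESeq2, HAPLN1 reversed to 0.01 and BST2 to 0.11 with the block, and ICAM4 to 0.18, BST2 to 0.73 and CXCL10 to -0.66 under limma-voom.

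In the fits that left out 1 library, 544 pairs stayed on the same side, 41 became weaker, 18 stronger and 39 reversed. CD36 ran from -1.03 to 1.05 in IFNγ and from -1.04 to 0.84 in IFNγ+CQ, below 0 without the first library of each treated group. The other reversals were in IFNγ+TX against control, where the log2 fold change ran from -5.47 to 3.95 for NRIR, -0.42 to 0.44 for HK2P1, -2.15 to 1.31 for LINC00520, -1.92 to 1.91 for SMIM25, -0.09 to 0.04 for HAPLN1, -0.60 to 0.21 for ICAM1, -0.57 to 0.32 for ICAM4, -4.05 to 1.97 for NOD2, -0.60 to 0.17 for FTH1, -0.20 to 0.14 for HK2, -0.37 to 0.31 for HSPB1, -0.44 to 0.01 for CD36, -1.87 to 3.47 for BST2, -0.27 to 0.13 for LUARIS, -2.49 to 2.14 for CXCL10, -0.47 to 0.40 for GBP1 and -0.66 to 0.09 for HTR2A. For NRIR and SMIM25, the values without the third control library or the third library labelled IFNγ+TX were fitted against libraries with at most 3 counts, and so were those of LINC00520 without the third labelled IFNγ+TX and of NOD2 in every fit, so these depend on the prior count and do not measure size. The third control library, which had the highest BST2 of its group, bore on most of these, as 12 of these 17 genes reversed without it. BISPR, at 0.00 over all libraries, is not counted among these reversals, but its log2 fold change ran from -0.56 to 1.84.

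Splits of the 6 libraries were too few to go under 0.1 of all splits. For TX, IFNγ and IFNγ+CQ against control, for each noncoding class in IFNγ and IFNγ+CQ, and for IFNγ+TX against IFNγ and IFNγ+CQ against IFNγ+TX, 1 of 10 splits gave as many drRNAs, the real one. For the comparisons with 0, 10 of 10 did, which was fixed in advance because no split can give fewer. Depth limits VCAN-AS1, FABP4, HAND2, FCGR1A and CXCR5, which had at most 18 counts in any library.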

Differences from the paper's values

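The fit of 6 libraries with the replicate block was chosen after the results were seen. The use of lower bounds in fits that leave out 1 library was also decided after the values were seen. Of 53 values compared with the paper's, 42 differed, among them 19 of 26 folds. Counts were taken to differ when one was over 1.5 times the other, and folds when they also lay further apart than the spread of the replicates, unless a library was at the floor. A gap is called closed when a value no longer differs in this sense. Where leaving out 1 library left a group with at most 3 counts in each library, the fold is a lower bound, and a bound under the paper's value neither closes the gap nor leaves it open.

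For drRNAs against control in Table 1, CQ gave 0 antisense RNAs against the paper's 547, 0 lincRNAs against the paper's 586, 0 pseudogenes against the paper's 331 and 0 protein coding RNAs against the paper's 3558 (424 RNAs in all had an unadjusted p under 0.05). The fit of these 6 libraries with the replicate block, chosen after the results were seen, called 2 RNAs in all for CQ. In that fit 2391 RNAs had an unadjusted p under 0.05. IFNγ gave 302 antisense RNAs against the paper's 1118, 317 lincRNAs against the paper's 1207, 230 pseudogenes against the paper's 860 and 2379 protein coding RNAs against the paper's 7493. IFNγ+TX gave 0 in each class against the paper's 1282 antisense RNAs, 1346 lincRNAs, 984 pseudogenes and 8649 protein coding RNAs (627 RNAs in all had an unadjusted p under 0.05). IFNγ+CQ gave 327 antisense RNAs against the paper's 1173, 337 lincRNAs against the paper's 1263, 219 pseudogenes against the paper's 958 and 2451 protein coding RNAs against the paper's 9850. TX gave 2257 protein coding RNAs against the paper's 1357. These counts are by label, and the IFNγ markers were high in the libraries labelled TX and low in those labelled IFNγ+TX. The counts given for TX and IFNγ+TX may thus not measure the treatments that the paper's counts name. In the text of the Results, the paper's IFNγ values are 1120 antisense RNAs, 1208 lincRNAs and 862 pseudogenes, against the same 302, 317 and 230. The counts here need a fold change over 2, but the paper's lists behind its counts do not keep to it. In the lists, 713 of 1119 antisense RNAs, 840 of 1208 lincRNAs and 473 of 861 pseudogenes have a fold over 2 in IFNγ, 885 of 1283, 1000 of 1347 and 653 of 985 in IFNγ+TX, and 882 of 1174, 1014 of 1264 and 723 of 959 in IFNγ+CQ. The antisense and lincRNA lists seem exchanged between S1 Data and S2 Data, so their naming is a choice made here. Without the fold criterion, the counts here were 380, 368 and 335 in IFNγ, 0 for each class in IFNγ+TX, and 412, 386 and 331 in IFNγ+CQ. Either way, the counts stay over 1.5 times apart. RNAs called in all 3 IFNγ conditions numbered 0 against the paper's 642 antisense RNAs, 693 lincRNAs and 480 pseudogenes (15, 7 and 14 at an unadjusted p under 0.05 with a fold change over 2). Among the alternatives set before the data were examined, the false discovery rate alone gave 5043 protein coding RNAs for IFNγ, which closed that gap. For protein coding RNAs in TX, the gap closed with at least 10 counts in every library (1604), with only the 6 libraries compared (2020), without TX replicate 2 (1888) or 3 (1674), and without control replicate 1 (1775) or 2 (1702). Because of the markers, a closed gap in TX does not show that the effect of TX was the same. None of these alternatives closed the gap for the other counts.

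For folds in IFNγ+TX against control, VCAN-AS1 was 1.71-fold lower against the paper's 3, NRIR 0.351-fold against the paper's 562, FTH1P11 0.707-fold against the paper's 5, HK2P1 0.973-fold against the paper's 4, LINC00520 0.824-fold against the paper's 32.7, SMIM25 0.908-fold against the paper's 33.0, BISPR 1-fold against the paper's 8.4, and C15orf54 1.34-fold lower against the paper's 196.1. Of the alternatives set before the data were examined, VCAN-AS1 reached 2.31 without IFNγ+TX replicate 1 and 2.33 without control replicate 2, which closed that gap. BISPR at 3.58 without control replicate 3 came within the spread of its replicates, but was still over 1.5 times below the paper's value. Without control replicate 3, SMIM25 was at least 1.24-fold higher and NRIR too low for a bound. None closed the other gaps in IFNγ+TX, whose labels go against the IFNγ markers.

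For folds in IFNγ+CQ against control, VCAN-AS1 was 3.81-fold lower against the paper's 14, NRIR 101.8-fold higher against the paper's 1978, FTH1P11 2.17-fold against the paper's 8, HK2P1 4.89-fold against the paper's 8, LINC00520 6.63-fold against the paper's 44.8, SMIM25 16.7-fold against the paper's 74.0, and BISPR 3.29-fold against the paper's 14.9. Gaps closed for HK2P1 without control replicate 1 (5.86) or 2 (5.62), and for BISPR without control replicate 3 (11.7). A further 3 values are bounds that leave the gap undecided, as VCAN-AS1 was at least 3.06-fold lower without IFNγ+CQ replicate 2, and NRIR at least 169.3-fold and SMIM25 at least 24.5-fold higher without control replicate 3. None of the other alternatives set before the data were examined closed the gaps of VCAN-AS1, NRIR and SMIM25, and none at all those of FTH1P11 and LINC00520.

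For folds in IFNγ against control, NRIR was 99.0-fold higher against the paper's 172, LINC00520 7.11-fold against the paper's 3.9, SMIM25 14.5-fold against the paper's 6.0, and BISPR 3.66-fold against the paper's 8.4. Gaps closed for NRIR under limma-voom (192.7), with the replicate block (123.6) and without IFNγ replicate 1 (142.0), for LINC00520 without IFNγ replicate 3 (4.63) or control replicate 1 (5.03), and for SMIM25 without IFNγ replicate 3 (7.31). Without control replicate 3, NRIR was at least 165.0-fold higher, which leaves its gap undecided, and SMIM25 at least 21.7-fold higher, over 1.5 times the paper's value. BISPR came within 1.5 times the paper's value under limma-voom (5.86). It came within the spread of its replicates, but not within 1.5 times, under DESeq2 (3.73), filterByExpr, no filter and at least 10 counts in every library (3.71 for these 3), the replicate block (4.99), and without IFNγ replicate 1 (4.17), IFNγ replicate 2 (3.76) or control replicate 3 (13.1). The values of 3.66 and 3.71 lie on either side of that spread and hardly differ. The alternatives set before the data were examined that are not named here left these gaps open.

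The paper describes BANCR as raised by TX co-treatment beyond IFNγ, whereas it had 1 count in the 3 libraries labelled IFNγ+TX. It describes NRIR, FTH1P11, LINC00520, SMIM25, BANCR and BISPR as raised further by CQ co-treatment, whereas 0 genes were called in IFNγ+CQ against IFNγ (163 had an unadjusted p under 0.05). A fit of these 6 libraries paired by replicate number, chosen after seeing the values, also gave 0 (458 had an unadjusted p under 0.05). Both are comparisons by label, and the doubt about the labels extends to them. The paper describes changes of VCAN-AS1, LINC00520 and BISPR in IFNγ that were not past the threshold here. VCAN-AS1 passed under DESeq2, with the replicate block and without control replicate 2 or IFNγ replicate 2, LINC00520 under DESeq2, with the block and without IFNγ replicate 1, and BISPR under DESeq2, limma-voom, the block and without control replicate 3. In IFNγ+CQ, VCAN-AS1 passed without control replicate 2, LINC00520 with the block, and BISPR under the same settings as in IFNγ. FTH1P11, which the paper describes as raised, passed in none of the settings run. The paper calls NRIR an antisense RNA, whereas the annotation used here places no protein coding gene on its span.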

Other observations

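The tests by replicate number, those of the third library labelled IFNγ and the draws of the labels were chosen only after the results were seen.

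Among genes that the paper names as targets or neighbors, ICAM1 had 2199.4 normalized counts in control and 57607.8 in the libraries labelled IFNγ, a log2 fold change of 4.71 (standard error 0.53, adjusted p = 2.02e-05 from edgeR), and ICAM4 had 6.63 and 176.0, a log2 fold change of 4.69 (standard error 0.86, adjusted p = 0.00107 from edgeR). HSPB1 had a log2 fold change of -1.03 in IFNγ (standard error 0.34, adjusted p = 0.0359 from edgeR), which was -0.68 without the third control library and lost its call there, under limma-voom (-0.96), with at least 10 counts in every library, with only the 6 libraries compared (-1.02), without the second control library (-1.06), and without each library labelled IFNγ in turn (-1.04, -0.90 and -1.12). CD36 had 290.2, 70.7 and 11.2 normalized counts in the libraries labelled IFNγ and a log2 fold change of 0.52 (standard error 1.04, adjusted p = 0.738 from edgeR), or -1.03 without the first of these libraries. BST2 had a log2 fold change of 2.44 in IFNγ (standard error 1.44, adjusted p = 0.219 from edgeR) and passed the threshold under limma-voom (5.01), with the replicate block (4.13) and without the third control library (6.69). FCGR1A had 1 count in 1 library, and CXCR5 had at most 6 counts in any library.

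Lists of genes written beforehand were tested by label. For genes within the lists, the threshold was the false discovery rate alone, without the fold change. IFNγ response genes had a median log2 fold change of 3.70 in IFNγ against control, with 63 of 63 higher, 49 past the threshold over all genes and 53 when adjusted over the list alone. ATF4 target genes had a median of 0.74, with 21 of 24 higher, and 12 past the threshold both over all genes and adjusted over the list alone. Cell cycle genes had a median of -0.88, with 3 of 33 higher and 0 past the threshold over all genes or adjusted over the list alone. Cholesterol synthesis genes had a median of -0.99, with 3 of 25 higher, 10 past the threshold over all genes and 11 adjusted over the list alone. Lysosome and autophagy genes had a median of 0.13, with 20 of 34 higher, and 6 past the threshold over all genes and adjusted over the list alone. With the replicate number as a block, more genes passed over all genes. There were 62 IFNγ response, 14 ATF4 target, 1 cell cycle, 18 cholesterol synthesis, and 12 lysosome and autophagy genes. Under fry, the camera calls that held were those of the IFNγ response and ATF4 lists in TX, IFNγ and IFNγ+CQ against control, IFNγ+TX against IFNγ, and IFNγ+CQ against IFNγ+TX. In IFNγ+CQ against IFNγ, no list was called, with medians from -0.02 to 0.05. Of 100 draws of the labels, 87 gave at least the 22 camera calls.

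The hypotheses written for these lists stay undecided. Both drugs raising cholesterol synthesis genes had a median log2 fold change of -0.95 in the libraries labelled TX, and both raising lysosome and autophagy genes one of 0.17, but the IFNγ markers contradict these labels. With the label CQ, against control, the medians were -0.10 for cholesterol synthesis genes (5 of 25 higher), -0.05 for lysosome and autophagy genes (7 of 34) and -0.08 for ATF4 target genes (3 of 24). None of these 3 was called by camera or fry. IFNγ response genes were called by camera in CQ against control (median -0.47, 7 of 63 higher, camera adjusted p = 8.31e-06). They were not called by fry (fry adjusted p = 0.789). If the replicate numbers stand for drugs, the CQ labels are in doubt too. Because of the markers, the medians of -3.85 for IFNγ response genes and -1.04 for ATF4 target genes in IFNγ+TX against IFNγ do not decide whether co-treatment strengthens the IFNγ response or whether both drugs raise ATF4 targets. Whether IFNγ lowers cell cycle genes stays open at a median of -0.88, because camera called it and fry did not.

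In a fit of all libraries with the labelled condition and the replicate number, cholesterol synthesis genes were higher with number 3 than with number 1, with a median log2 difference of 1.25 (24 of 25 higher, fry adjusted p = 7.58e-05), and lysosome and autophagy genes with a median of 0.48 (33 of 34 higher, fry adjusted p = 2.02e-06). With number 2 against number 1, the medians were 0.50 (24 of 25 higher, fry adjusted p = 0.00894) and 0.18 (31 of 34 higher, fry adjusted p = 0.00299). IFNγ response genes had medians of 0.75 (50 of 63 higher, fry adjusted p = 0.0180) and 0.11 (39 of 63 higher, fry adjusted p = 0.661), ATF4 target genes -0.19 (10 of 24, fry adjusted p = 0.757) and 0.12 (17 of 24, fry adjusted p = 0.0379), and cell cycle genes -0.79 (3 of 33, fry adjusted p = 0.0925) and -0.23 (7 of 33, fry adjusted p = 0.661). There were 1690 drRNAs between numbers 3 and 1 and 83 between 2 and 1. This may reflect numbers 2 and 3 standing for TX and CQ, a hypothesis found and tested on the same libraries.

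Only 5 of 100 draws of the labels, the real one included, had any RNA called under either drug, so the draws do not test the share of RNAs changed in the same direction by both drugs, and the real share of 54.3% was the lowest of these 5. RNAs shared by all 3 IFNγ conditions numbered 0 for antisense RNAs, lincRNAs and pseudogenes (15, 7 and 14 at an unadjusted p under 0.05 with a fold change over 2), and the 100 of 100 draws that gave at least as many for each class decide nothing, since none can give fewer.

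The third library labelled IFNγ had 21.8% of reads not aligned and 21.9% not unique, against at most 5.1% and 10.5% in the others. Its deviation from its group had a correlation of 0.777 with that of the third library labelled IFNγ+CQ and 0.761 with that of the third labelled TX, across genes, which are not independent replicates. A value for 1 library leaves open whether its gene counts are set apart too.

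Distances between libraries, as chi-square per degree of freedom, ran from 36.9 to 540 with a median of 172 among same-labelled libraries. Some same-numbered libraries with different labels were closer, with 7.41 for the first ones labelled TX and IFNγ, 7.56 for the second labelled IFNγ and IFNγ+CQ, and 15.0 for the third labelled IFNγ and IFNγ+CQ. The median over same-numbered libraries of different labels was 692, which pools libraries with high and with low IFNγ markers. Same-numbered pairs ran from 7.41 to 34.3 within TX, IFNγ and IFNγ+CQ, and from 13.5 to 49 within control, CQ and IFNγ+TX. Between these sets they ran from 638 to 1170.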
